# Differential lncRNA/mRNA Expression Profiling and Functional Network Analyses in Bmp2 Deletion of Mouse Dental Papilla Cells

**DOI:** 10.3389/fgene.2021.702540

**Published:** 2021-12-22

**Authors:** Feng Wang, Ran Tao, Li Zhao, Xin-Hui Hao, Yi Zou, Qing Lin, Meng Meng Liu, Graham Goldman, Daoshu Luo, Shuo Chen

**Keywords:** bone morphogenetic protein 2, dental mesenchymal papilla cells, coding and non-coding RNAs, bioinformatics, signal pathways

## Abstract

Bmp2 is essential for dentin development and formation. Bmp2 conditional knock-out (KO) mice display a similar tooth phenotype of dentinogenesis imperfecta (DGI). To elucidate a foundation for subsequent functional studies of cross talk between mRNAs and lncRNAs in Bmp2-mediated dentinogenesis, we investigated the profiling of lncRNAs and mRNAs using immortalized mouse dental Bmp2 flox/flox (iBmp2^fx/fx^) and Bmp2 knock-out (iBmp2^ko/ko^) papilla cells. RNA sequencing was implemented to study the expression of the lncRNAs and mRNAs. Quantitative real-time PCR (RT-qPCR) was used to validate expressions of lncRNAs and mRNAs. The Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases were used to predict functions of differentially expressed genes (DEGs). Protein–protein interaction (PPI) and lncRNA–mRNA co-expression network were analyzed by using bioinformatics methods. As a result, a total of 22 differentially expressed lncRNAs (16 downregulated vs 6 upregulated) and 227 differentially expressed mRNAs (133 downregulated vs. 94 upregulated) were identified in the iBmp2^ko/ko^ cells compared with those of the iBmp2^fx/fx^ cells. RT-qPCR results showed significantly differential expressions of several lncRNAs and mRNAs which were consistent with the RNA-seq data. GO and KEGG analyses showed differentially expressed genes were closely related to cell differentiation, transcriptional regulation, and developmentally relevant signaling pathways. Moreover, network-based bioinformatics analysis depicted the co-expression network between lncRNAs and mRNAs regulated by Bmp2 in mouse dental papilla cells and symmetrically analyzed the effect of Bmp2 during dentinogenesis via coding and non-coding RNA signaling.

## Introduction

Bone morphogenetic protein 2 (Bmp2) is a multiple-functional growth factor and is involved in many organ developments (Macias et al., 1997; Schlange et al., 2000; Ou et al., 2014). The bone morphogenetic proteins (BMPs) are structurally related to the transforming growth factor β (TGF-β) superfamily. The members of the BMP family play various biological functions during embryonic development (Hogan, 1996; Shi and Massagué, 2003; Wu et al., 2003; Chen et al., 2004; Miyazono et al., 2005), including a vital role in tooth development and formation (Meguro et al., 2019). Among the BMP family members, Bmp2 has been widely investigated for its diverse biological functions, particularly during dental cell differentiation (Casagrande et al., 2010; Wang et al., 2012; Yang et al., 2012; Guo et al., 2015; Yang et al., 2017; Malik et al., 2018). Bmp2 is expressed in mesenchymal cells and promotes mesenchymal progenitor/stem cell commitment to the odontoblast lineage by regulating a series of transcription factors and others (Yamashiro et al., 2003; Chen et al., 2005; Chen et al., 2008; Cho et al., 2010; Agas et al., 2013; Yang et al., 2017).

During tooth development, at the initiation stage (E10-12), the dental lamina is formed as an epithelial clustering, and the dental epithelium and mesenchyme are distinguished. The Bmp2 gene transcript is seen in those areas of the dental lamina where it started to form a bud (Aberg et al., 1997; Heikinheimo et al., 1998; Nadiri et al., 2004; Chen et al., 2008). At the bud stage (E12-13), Bmp2 expression is detectable in the dental epithelium and mesenchyme throughout the bud period. At the cap stage, Bmp2 expression is prominent at E14 and mainly localized at the epithelial enamel knot during the late cap stage, and Bmp2 expression expands to the neighboring inner dental epithelium where the secondary enamel knots will be formed and its signal is seen in dental mesenchyme. At the bell stage, Bmp2 expression is detected in the dental mesenchymal cells (Dong et al., 2014; Dong et al., 2016; Gao et al., 2018). Later, Bmp2 expression spreads to the dental papilla and is intense in the pre-odontoblasts. At the postnatal days (PN), Bmp2 is continually expressed in odontoblasts and ameloblasts and detected in the dental papilla as well as adjacent tissues including dental follicle, periodontal ligamental cells, cementoenamel junction, and Hertwig’s epithelial root sheath (HERS) and osteoblasts in alveolar bones (Yamashiro et al., 2003; Kémoun et al., 2007).

The Bmp2 binds to two distinct types, type I serine/threonine kinase and type II receptors, which are necessary for signal transduction (Shi and Massagué, 2003; Chen et al., 2004; Miyazono et al., 2005). The Bmp signal regulates downstream gene expression through either the canonical Smad or non-canonical Smad pathway. Following heterodimerization, type I receptors are phosphorylated by type II receptors and subsequently activate the receptor-regulated R-Smad-1/-5/-8 through phosphorylation (Bhatt et al., 2013; Graf et al., 2016). The phosphorylated Smad-1/-5/-8 heterodimers form a complex with the common mediator Smad-4 (Co-Smad-4). Following nuclear translocation of the R-Smad-1/-5/-8/Co-Smad-4 complex, Bmp target gene expression is induced (Bhatt et al., 2013). On the other hand, Bmp2 also activates non-canonical Smad signaling pathways such as mitogen-activated protein kinases (MAPKs), c-Jun amino-terminal kinase (JNK), phosphoinositol-3 kinase (PI3K), Akt, and small GTPases (Derynck and Zhang, 2003). Thus, these canonical Smad pathways cooperate with non-canonical Smad pathways to regulate various cellular responses. Also, Bmp2 can crosstalk with other factors, such as Wnt, Fgf, and other factors, regulating cell proliferation, differentiation, and tissue development (Guo and Wang, 2009; O'Connell et al., 2012; Agas et al., 2013; Saito et al., 2016; Wu et al., 2016; Zhang et al., 2016; Chakka et al., 2020).

Global Bmp2 knockout (KO) mice are nonviable. Homozygous Bmp2 mutant embryos die at embryonic day 9.5 (E9.5) and exhibited defects in cardiac development, manifested by the abnormal development of the heart in the exocoelomic cavity (Zhang and Bradley, 1996). However, Bmp2 conditional KO mice were generated and viable. Teeth with Bmp2 cKO mice display the similar phenotype of dentin defects to that of dentinogenesis imperfecta (DGI) in humans and mice, the most common dentin genetic diseases, showing retardation of tooth growth, abnormal dentin structure with wide predentin, and thin dentin (Zhang et al., 2001; Lu et al., 2007; Lee et al., 2009). Accumulating evidence indicated that Bmp2 is capable of regulating a lot of bone/dentin-related gene expressions and transcriptional factors as well as dental cell proliferation and differentiation in tooth development (Chen et al., 2008; Cho et al., 2010; Oh et al., 2012; Yang et al., 2017). Additionally, cross talk has been described between Bmp signaling–associated mRNAs and non-coding RNAs during dental cell proliferation and differentiation (Wang F. et al., 2017; Wang J. et al., 2017; Liu et al., 2018; Liao et al., 2020; He et al., 2021).

High-throughput sequencing techniques have revolutionized our understanding of the human genome (Kapranov et al., 2007). The whole transcriptome study has demonstrated that although more than 90% of the genome can be transcribed into RNAs, only approximately 2% of the human genome contains protein-coding regions (Kapranov et al., 2007; Jalali et al., 2016). The remaining non-coding regions are transcribed into large amounts of non-coding RNAs (Jalali et al., 2016). lncRNAs are the largest class of non-coding RNAs composed of more than 200 nucleotides to over 100 kb in length, which lack protein-coding potential (Ponting et al., 2009). The lncRNAs comprise thousands of transcripts with distinct biogenesis, subcellular localization, and molecular functions (Chen, 2016). Studies have suggested that lncRNA genome complexity plays biological roles in regulating gene expression at transcriptional, post-transcriptional, and epigenetic levels in a lot of cellular and biological processes, such as signal transduction, cell proliferation, differentiation, and organ development (Batista and Chang, 2013; Fatica and Bozzoni, 2014; Quinn and Chang, 2016; Bunch, 2018; Statello et al., 2021). Therefore, alteration of lncRNA expression is related to numerous diseases (Fatica and Bozzoni, 2014; Wu and Du, 2017). lncRNAs can regulate the expression of growth factors, transcriptional and epigenetic factors, and vice versa (Yang et al., 2014). The pattern of cell- and tissue-specific lncRNA expression provides new insights into tissue development, diagnosis, and treatment of several diseases (Chen et al., 2021). Up to date, over 100,000 lncRNAs have been identified in the human genome and new lncRNAs are being discovered and characterized rapidly (Zhao et al., 2021).

However, the interplay of Bmp2-mediated mRNAs and lncRNAs in the regulation of odontoblastic differentiation and function has not completely been understood. Previously, our group generated immortalized mouse dental Bmp2 flox/flox (iBmp2^fx/fx^) and Bmp2 knock-out (iBmp2^ko/ko^) papilla cells. In this study, we detected the differential lncRNA and mRNA expression profiles in these two types of dental papilla cell lines by RNA sequencing. A network-based bioinformatics analysis was performed to investigate the cross talk between lncRNAs and mRNAs via integrating lncRNA–mRNA interactions, gene co-expression, and protein–protein interactions. Our results demonstrated that the synergistic or competitive lncRNA–mRNA cross talk may play an important role in Bmp2-mediated odontoblastic differentiation.

## Materials and Methods

### *In Situ* Alkaline Phosphatase Assay and Alizarin Red S Staining

Mouse dental iBmp2^fx/fx^ and iBmp2^ko/ko^ papilla cells were generated by our group as previously described (Wu et al., 2010; Wu et al., 2015). To induce cell differentiation, the cells were cultured in α-MEM supplemented with 10% fetal bovine serum (FBS), 1% antibiotics, 10 mM sodium β-glycerophosphate, 50 μg/ml ascorbic acid, and 100 nM dexamethasone for 7 and 10 days. Then, the cells were fixed and washed in PBS. *In situ* alkaline phosphatase (ALP) assay was carried out in accordance with the instructions. For cell mineralization assessment, the cells were fixed in 10% formalin as well as were treated with 1% Alizarin Red S dye (pH 4.2).

### RNA-Seq and Gene Expression Analysis

The iBmp2^fx/fx^ and iBmp2^ko/ko^ cells were cultured in 100-mm^2^ dishes to 80% confluence. The cells were harvested after 6, 48, or 72 h, and RNAs were extracted using TRIzol reagent (QIAGEN Inc.). The RNA quality was assessed using a bio-analyzer. The RNA-seq libraries were prepared from total RNAs in accordance with Illumina’s RNA specimen preparation protocol (Illumina Inc. San Diego, CA, United States). Paired reads to the UCSC mm9 genome build were mapped by a TopHat2 aligner. To quantify gene expression, HTSeq was used to obtain raw read counts per gene and then converted to RPKM in accordance with the gene length and total mapped read count per sample. The DEGs were calculated, as gene expression levels were measured by Log_2_-transformed RPKM (|log_2_ fold Change| >1, *p* value <0.05). RNA-seq data were submitted and deposited to The Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/). The GEO accession number is GSE174429.

### Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) Analysis

GO analysis was used to investigate the roles of all differentially expressed mRNAs (https://david.ncifcrf.gov/). DAVID-based KEGG analysis was used to determine the significant pathways related to the differentially expressed mRNAs. Fisher’s exact test and the x^2^ test were used to select the significant GO categories and pathways. The threshold of significance was a *p* value < 0.05, and a false discovery rate (FDR) was calculated to correct the *p* value.

### Generation of the Protein–Protein Interaction (PPI) Network

The differentially expressed genes (DEGs) were imported into a STRING database, and the species was limited to “Mus musculus” to obtain PPI information. The network relationships with high confidence (≥0.75) were screened and imported into Cytoscape 3.6.2 to draw a PPI network diagram. According to the calculation method of the MCC (maximum clique centrality) algorithm, the top 20 hub genes were screened by using the “cytoHubba” plug-in. Additionally, the interactive density region was extracted using the “MCODE” plug-in in Cytoscape.

### Construction of the lncRNA–mRNA Co-Expression Network

The mRNA–lncRNA co-expression network, which was used to identify interactions between the differentially expressed lncRNAs and mRNAs, was constructed based on Pearson’s correlation analysis. For each pair of genes, correlation coefficients of 0.95 or greater were selected to construct the network using the OmicStudio tools at https://www.omicstudio.cn/tool. In the network, each mRNA or lncRNA corresponds to a node, and the nodes are connected by edges.

### Quantitative Reverse Transcription PCR (RT-qPCR)

Total RNA samples were isolated with TRIzol (Invitrogen, California, United States) and reverse transcribed into cDNA with the Prime Script RT reagent kit with gDNA Eraser (RR047A) following the manufacturers’ guidelines (Takara, Japan). The RNA was reverse transcribed into cDNA at 37°C for 15 min, and the reaction was stopped at 85°C for 5 s. RT-qPCR was performed using the SYBR™ Select Master Mix (Applied Biosystems, California, United States) on a CFX96 system (Bio-Rad, California, United States). The relative gene expression was calculated with the 2^−ΔΔCt^ method using glyceraldehyde-3-phosphate dehydrogenase (GAPDH) as the reference housekeeping gene. The RT-qPCR primers are listed in Table 1.

**TABLE1:** RT-qPCR primers.

**Gene**	**Forward primer (5’ --3′)**	**Reverse primer (5’-- 3′)**
Fgf2	GCG​ACC​CAC​ACG​TCA​AAC​TA	TCC​CTT​GAT​AGA​CAC​AAC​TCC​TC
Id2	ATG​AAA​GCC​TTC​AGT​CCG​GTG	AGC​AGA​CTC​ATC​GGG​TCG​T
Id3	CTG​TCG​GAA​CGT​AGC​CTG​G	GTG​GTT​CAT​GTC​GTC​CAA​GAG
Lhx1	CCA​AGC​GAT​CTG​GTT​CGC​A	CCG​GAG​ATA​AAC​TAG​GGT​CAC​TG
Smad7	GAC​AGC​TCA​ATT​CGG​ACA​ACA	CAG​TGT​GGC​GGA​CTT​GAT​GA
Tcf7	ACA​GTG​CTC​TAG​GCT​GTC​C	CGA​CCT​GAG​AAT​GTT​GGT​GCT
Wnt1	TTC​GGC​AAG​ATC​GTC​AAC​CG	GCC​AAA​GAG​GCG​ACC​AAA​ATC
Wnt11	GCA​CTG​AAT​CAG​ACG​CAA​CAC	CGA​CAG​GGC​ATA​CAC​GAA​GG
Klf10	AGT​GTC​ATC​CGT​CAC​ACA​GC	CAC​TGC​AGC​ACA​GGG​TAT​GT
Lnc87211.1	GCC​TCC​CAG​AGA​AGT​GTG​AA	ATA​CAC​ACT​GCA​GAC​AGC​TAC​A
Lnc86888.1	GTG​CGC​ATA​TCA​CAG​TGT​CG	AAC​AGG​AAA​TCA​CTC​GCC​GT
Lnc87189.1	CTT​GGT​GTC​CTT​GGA​TGA​CCT	GCA​TAA​GGA​AAG​AGA​GCC​ACC
Gapdh	AGG​TCG​GTG​TGA​ACG​GAT​TTG	TGT​AGA​CCA​TGT​AGT​TGA​GGT​CA

### Statistical Analysis

Data were presented as the mean ± SEM. RT-qPCR validation data presented were analyzed with Student’s *t* test. *p < 0.05* was considered statistically significant. Significant differences are noted by asterisks, with single asterisks representing *p < 0.05*, two asterisks representing *p < 0.01*, three asterisks representing *p < 0.001*, and four asterisks representing *p < 0.0001.*

## Results

### Deletion of Bmp2 Causes Delay of Dental Papilla Mesenchymal Cell Differentiation and Mineralization

To determine the effect of Bmp2 on dental papilla cell differentiation and mineralization activities, we measured the alkaline phosphatase (ALP) activity by *in situ* ALP histochemistry since ALP is a marker of dental cell differentiation. Both cells were cultured in the calcifying medium in given time periods. This result showed delayed dental papilla cell differentiation in the iBmp2^ko/ko^ cells compared to that in the Bmp2^fx/fx^ cells. Additionally, deletion of the *Bmp2* gene led to low activity of the dental papilla cell mineralization as observed through Alizarin Red S staining (Figure 1).

**FIGURE 1:**
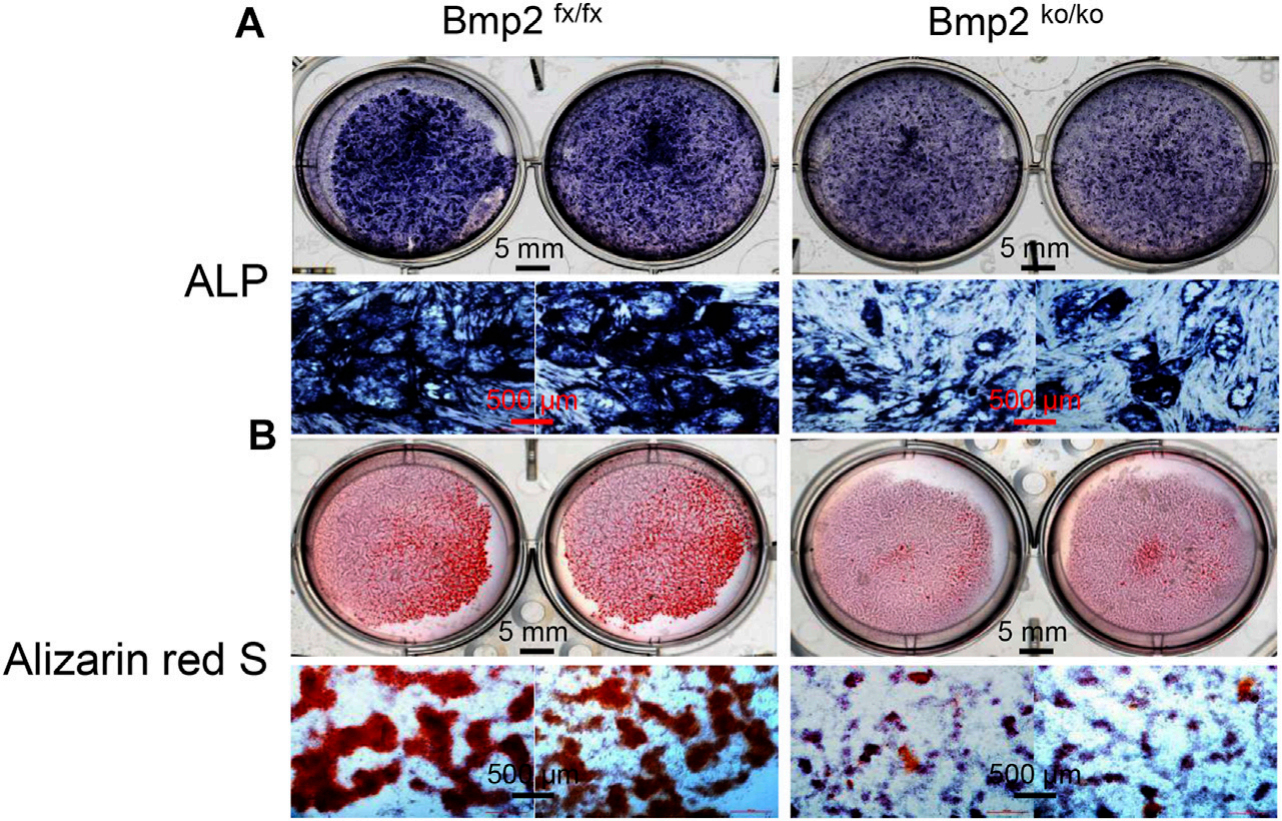
Deletion of Bmp2 delays mouse dental papilla cell differentiation and mineralization. **(A)** iBmp2^fx/fx^ and iBmp2^ko/ko^ cells were cultured in the calcifying medium for 7 days. ALP activity was analyzed using *in situ* ALP staining. **(B)** For cell mineralization assay, both the iBmp2^fx/fx^ and iBmp2^ko/ko^ cells were treated with the calcifying medium for 10 days. Mineralized nodules were visualized with Alizarin Red S staining. fx, floxed; ko, knock-out.

### Overview of Differential lncRNA/mRNA Expression Profiling

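The RNA-seq data came from the iBmp2 fx/fx and iBmp2 ko/ko cells, immortalized mouse dental papilla cell lines that carry floxed Bmp2 alleles or the Bmp2 deletion. For each genotype and culture time, 1 library of total RNA was sequenced, at 6, 24, 48 and 72 h, which gave 4 libraries per genotype. The paper's methods list 6, 48 and 72 h and its heatmaps show 3 libraries per genotype, so the values given here are over these 6 libraries first and over all 8 libraries second. The paper gives no reason for leaving out the iBmp2 fx/fx and iBmp2 ko/ko libraries of 24 h. The design text deposited with the data gives 8 h in place of 6 h. It also describes unpaired reads of 50 bases in its library labels, where the paper's methods name paired reads. With 1 library per genotype and time, the culture times serve as replicates, and the spread between replicates includes any change with culture time.

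The authors aligned the reads to the mouse genome build mm9 with TopHat2 and counted them with HTSeq. They deposited for each library the unnormalized counts of 22609 gene symbols and of lncRNA symbols, and 635 symbols are in both tables. The reads counted on genes in the iBmp2 fx/fx cells were 31092119 at 6 h, 28322485 at 24 h, 32415665 at 48 h and 31305373 at 72 h. In the iBmp2 ko/ko cells they were 29383713 at 6 h, 25947002 at 24 h, 30586641 at 48 h and 25890110 at 72 h. The reads counted on lncRNAs ranged from 401106 to 578498 per library, with a median of 482346 in the iBmp2 fx/fx cells and 466362 in the iBmp2 ko/ko cells over the 6 libraries. Alignments of reads with several positions, which HTSeq sets aside, made up 41.3 to 49.6% of the alignments, so genes with near-identical copies are undercounted. The paper's text does not name the strand setting of the counting, and lncRNAs that overlap a gene on the opposite strand are therefore reported as uncertain.

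Bmp2 itself (chromosome 2 of mm9, 133377895 to 133388621, plus strand) had 1 read in the iBmp2 fx/fx library of 24 h and 0 reads in the other 7 libraries. The smallest level that 3 counts can show was 0.0926 to 0.116 CPM (counts scaled to the reads counted on genes of the library), so the Bmp2 transcript was not detectable at this depth in either genotype and the genotype of the libraries could not be checked by it. Floors of this kind cover counting error only. The counts were normalized with edgeR's TMM method and tested with edgeR's quasi-likelihood test for genotype, without other terms, after edgeR's filter on low counts. The lncRNAs were scaled by the library sizes of the gene table. Because the text gives a limit of 0.05 on the p value and the legend of Figure 2 the same limit on the Q value, DEGs were counted both ways, at an absolute log2 fold change above 1.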

To identify DEGs between the iBmp2^fx/fx^ and iBmp2^ko/ko^ cells, we performed and analyzed the RNA-seq data by using the limma package. The cutoff criteria were as follows: |log fold change| (the absolute value of log2 in the fold change of gene expression) > 1 and *p* value <0.05. Our data demonstrated that 94 mRNAs were upregulated, while 133 mRNAs were downregulated in the iBmp2^ko/ko^ cells compared with those in the iBmp2^fx/fx^ cells (Figure 2A). 

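Over the 6 libraries, 13121 mRNAs passed the filter on low counts. At an unadjusted p under 0.05, 964 of them were DEGs, 434 upregulated and 530 downregulated in the iBmp2 ko/ko cells. At a Benjamini-Hochberg adjusted p of at most 0.05, edgeR's quasi-likelihood test gave 287 DEGs, 118 upregulated and 169 downregulated. No mRNA reached an adjusted p of 0.001, the limit in the legend of Figure 3, in this test without a block. With limma on log2 RPKM, the scale named in the paper's methods, 320 mRNAs were upregulated and 466 downregulated at the unadjusted limit, and 107 and 166 at the adjusted limit. Libraries of the same culture time deviated together from the mean of their genotype, with a mean correlation across genes of 0.697, against -0.330 between libraries of different times. Deviations from a mean cancel within each genotype, so a positive value at the same time forces negative values between times. The -0.330 is therefore no separate evidence for the pairing. With the culture time as a block, 1241 mRNAs were DEGs at the unadjusted limit and 1109 at the adjusted limit, 496 upregulated and 613 downregulated, and 244 at an adjusted p of 0.001, a setting chosen after seeing the data.

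Over all 8 libraries, 463 mRNAs were DEGs at the unadjusted limit, 271 upregulated and 192 downregulated, and 0 at the adjusted limit. With the block, the 8 libraries gave 663 and 33 DEGs. The 24 h library labelled iBmp2 ko/ko differed from the other iBmp2 ko/ko libraries. In it, only 3 of the 287 DEGs lay nearer to the mean of the iBmp2 ko/ko libraries of 6, 48 and 72 h than to that of the iBmp2 fx/fx libraries, and 15 did so in the iBmp2 fx/fx library of 24 h. At 24 h, the difference between the libraries had the opposite sign for 175 of the 287 DEGs and the same sign for 112, and it was smaller than over the other times for all 287.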

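Of the lncRNAs, 1339 passed the filter on low counts over the 6 libraries. At the unadjusted limit 90 were DEGs, 42 upregulated and 48 downregulated in the iBmp2 ko/ko cells, and at the adjusted limit of edgeR's quasi-likelihood test 12 were DEGs, 4 upregulated and 8 downregulated. With the culture time as a block, 118 lncRNAs were DEGs at the unadjusted limit and 78 at the adjusted limit. The deviations of the 2 libraries of a culture time were correlated across genes at 0.714 for 6 h, 0.536 for 48 h and 0.841 for 72 h. Over all 8 libraries, 47 lncRNAs were DEGs at the unadjusted limit and 0 at the adjusted limit, and with the block 71 and 1. With at least 10 counts required in every library, 44 lncRNAs were DEGs at the unadjusted limit and 0 at the adjusted limit. Of the 90 lncRNAs, 26 are also listed in the gene table, and 18 of these were among the 964 mRNA DEGs, so the counts of mRNAs and lncRNAs share transcripts.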

Likewise, 6 lncRNAs were upregulated whereas 16 lncRNAs were downregulated in the iBmp2^ko/ko^ cells compared to those in the iBmp2^fx/fx^ cells (Figure 2B). The volcano maps of mRNA and lncRNA DEGs were drawn by the ggplot2 package. The heatmaps of mRNA and lncRNA DEGs were shown by the heatmap package (Figure 3).

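All 22 lncRNAs of Figure 3B passed the filter, and their log2 fold changes over the 6 libraries had the directions shown there, 16 lower and 6 higher in the iBmp2 ko/ko cells. At the unadjusted limit 18 were DEGs, and 5 were DEGs by the adjusted p of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all lncRNAs tested. With the adjustment over the 22 lncRNAs alone, which are the paper's own calls on these data, 16 were DEGs. The lncRNAs past no limit were 4930417H01Rik, 4931403G20Rik, Gm15886 and Gm15738, with log2 fold changes of -1.08, -0.87, -1.03 and -1.08. With the culture time as a block 19 of the 22 passed the adjusted limit, and over all 8 libraries without the block 0 did and 18 passed the unadjusted limit. With the block over all 8 libraries, only Gm15564 passed the adjusted limit, with a log2 fold change of 1.31 (adjusted p = 0.00359 in the same edgeR test). At 24 h, 15 of the 22 were lower in the library labelled iBmp2 ko/ko than in the iBmp2 fx/fx library and 7 were higher.

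Among the lncRNAs of Figure 3B, Gm15564 (chromosome 16, 35966838 to 35983316, minus strand) had 91.6 ± 15.6 CPM in the iBmp2 fx/fx cells and 239 ± 53.4 CPM in the iBmp2 ko/ko cells (SD, n = 3), and the 24 h libraries had 171 and 369 CPM. Exons of 12 of the 22 lncRNAs share bases with exons of a gene on the opposite strand, and all exonic bases of Gm16309 are also exonic in Slc5a3 on the same strand. Of the 16 lncRNAs that fell, 12 have such an overlap, and of the 6 that rose, 1 has. For 11 of the 22, the shared bases read at the density of the overlapping gene would give at least 50% of the lncRNA's reads, and for some of them, such as Gm16599, more reads than were counted, so this estimate, which assumes even coverage, is uncertain.

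The mRNAs with the largest rise among DEGs at the adjusted limit that changed the same way at all 4 times were at or under 3 counts in every iBmp2 fx/fx library of the paper's times. Their levels in the iBmp2 ko/ko cells were at least 16.8-fold higher for Slc27a6, 15.4-fold for Gm773, 13.6-fold for Gstm4, 22.3-fold for Fibin and 15.1-fold for Dppa4 than the level of 3 counts. The largest falls were those of Vstm2a and Shisa7, which were at least 8.95-fold and 21.3-fold lower, and of Pde3b, Alpl and Mfap2, with log2 fold changes of -5.78, -5.61 and -5.37. For Pde3b the level was 22.2 ± 1.34 CPM in the iBmp2 fx/fx cells and 0.407 ± 0.114 CPM in the iBmp2 ko/ko cells (SD, n = 3), but 25.2 and 21.7 CPM in the 24 h libraries. For the lncRNAs, the same rule gave A730085A09Rik (at least 6.31-fold higher), Gm16258 and Gm20398, with log2 fold changes of 3.52 and 3.17, and the falls of Gm11768, 4732444A12Rik and A230005M16Rik. At 24 h A730085A09Rik had 1 count in each library, so its direction there comes from library size alone.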

**FIGURE 2:**
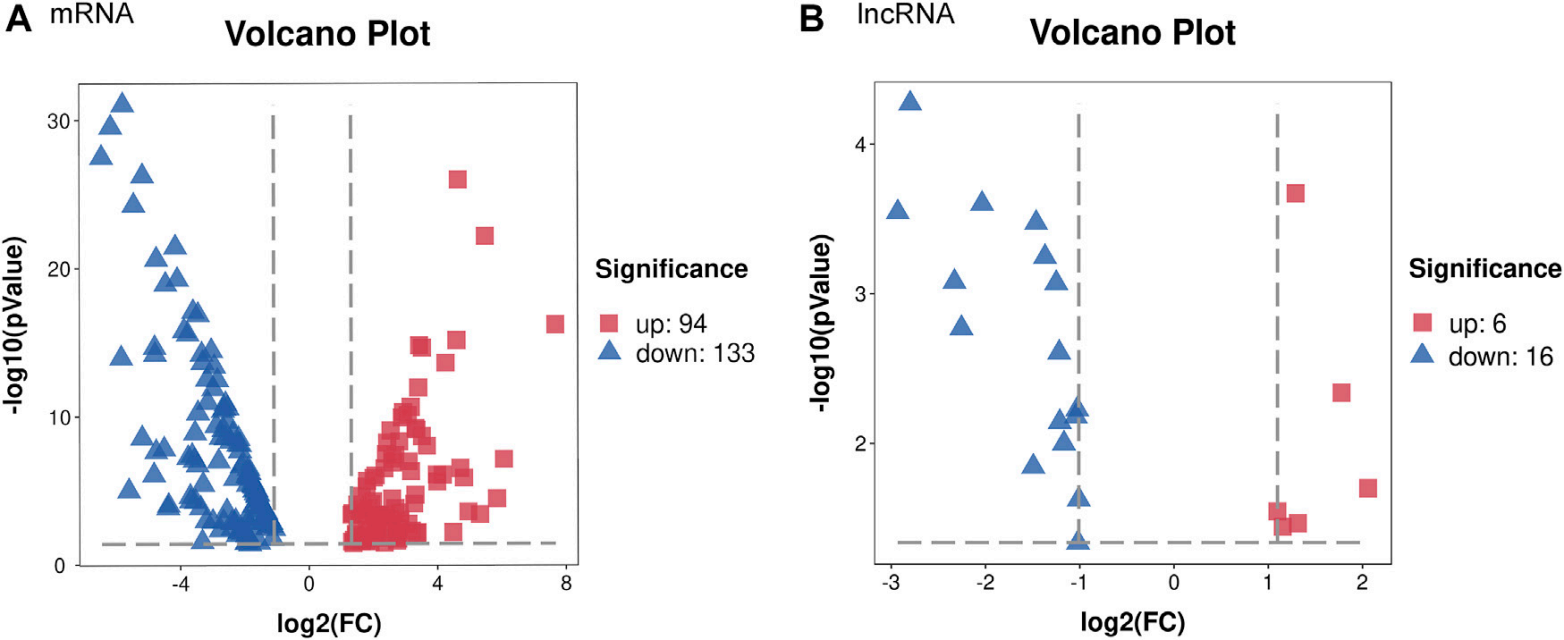
Differentially expressed genes between the iBmp2^fx/fx^ and iBmp2^ko/ko^ groups. Our data showed that 94 mRNAs upregulated and 133 mRNAs downregulated in the iBmp2^ko/ko^ cells compared to those in the iBmp2^fx/fx^ cells **(A)**. Meanwhile, 6 lncRNAs upregulated and 16 lncRNAs downregulated (|log2FC| ≥1; Qvalue <=0.05) in the iBmp2^ko/ko^ cells **(B)**. Red represents upregulated DEG, blue represents downregulated DEG.

**FIGURE 3:**
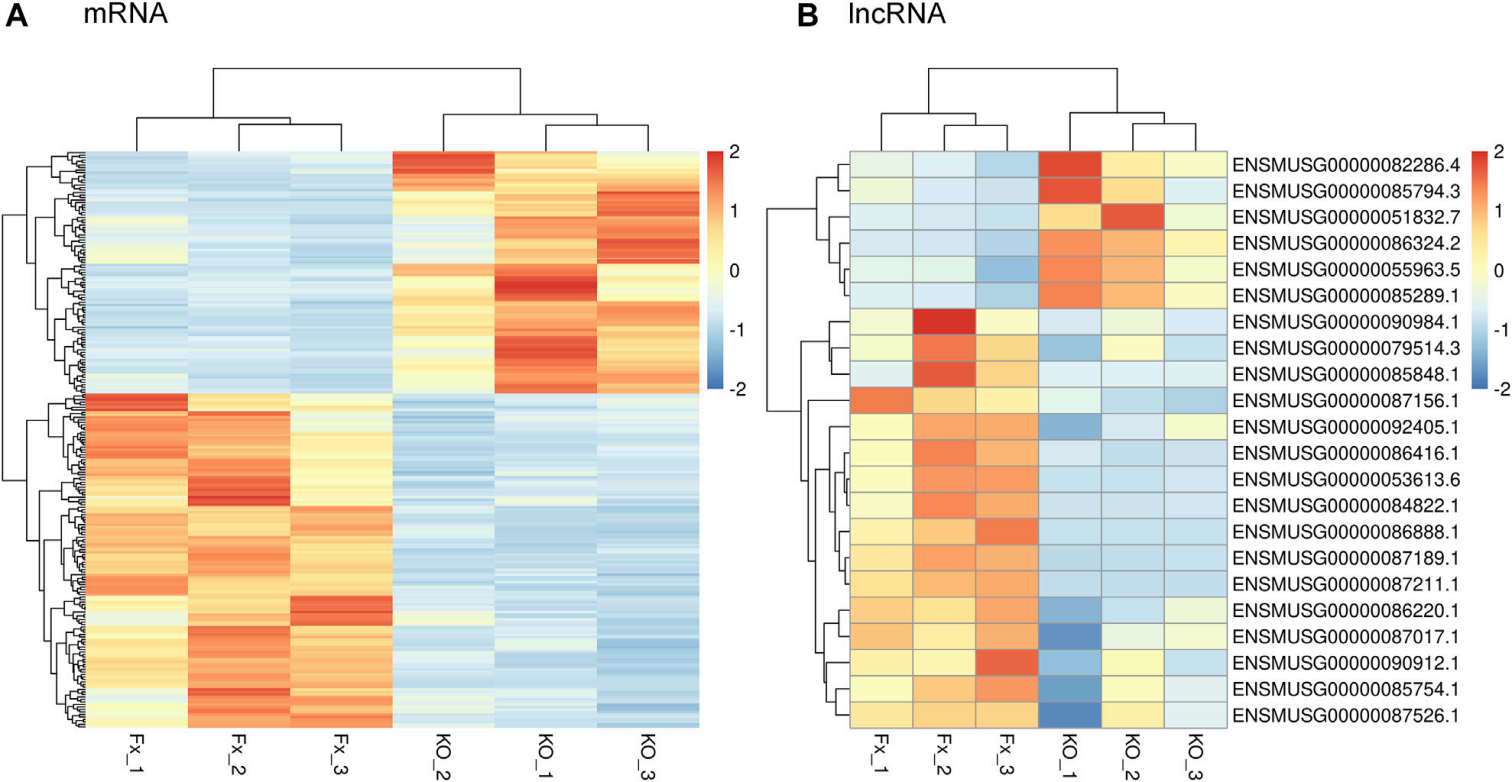
Genetic clustering of differentially expression genes (|log2FC| ≥1; Q value <=0.001). **(A)** mRNAs; **(B)** and lncRNAs. The red color represents high fold-change, and the blue color represents low fold-change.

### Pathway and GO Analyses of Differentially Expressed mRNAs

The KEGG analysis showed that the DEGs were largely enriched in the TGF-β/BMP signaling pathway, Hippo signaling pathway, Wnt signaling pathway, and signaling pathways regulating pluripotency of stem cells (Figure 4A). These signal pathways are cross talks and are involved in dental and other cell proliferation and differentiation via regulating transcriptional and growth factors including *Id2*, *Id3*, *Fgf2*, *Klf10*, *Lhx1*, *Smad7*, *Tcf7*, *Wnt1*, and *Wnt11* (Ho et al., 2011; Koizumi et al., 2013; Sternberg et al., 2013; Bakopoulou et al., 2015; Chen et al., 2016; Zhang et al., 2016; Wang and Martin, 2017; Neves and Sharpe, 2018; Chen et al., 2019; Liu et al., 2019; Chakka et al., 2020; Niki et al., 2021).

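Of the 32 genes shown with the pathways of Figure 4A, the 12 genes of the TGF-β signaling pathway had log2 fold changes from -4.42 to 1.51 in the iBmp2 ko/ko cells over the 6 libraries. In this pathway 11 genes were lower and Rgma was higher. At the unadjusted limit 11 were DEGs, and 4 were DEGs at the adjusted limit of edgeR's quasi-likelihood test, Smad6, Smad9, Id4 and Rgma. Smad9 (chromosome 3, 54559504 to 54605179) had 109 ± 8.17 CPM in the iBmp2 fx/fx cells and 10.1 ± 4.07 CPM in the iBmp2 ko/ko cells (SD, n = 3), a log2 fold change of -3.45 with a standard error of 0.29 (adjusted p = 0.00534 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 9 genes of the Wnt signaling pathway were lower, and 7 of them were DEGs at the adjusted limit. Smad9, Fgf2 and Skil lie on chromosome 3, whose tested genes had a median log2 fold change of -0.39. The largest fall in the Wnt pathway was that of Notum, by 4.75 on the log2 scale (standard error 0.48). Of the 9 genes of the Hippo signaling pathway, all lower, 4 were DEGs at the adjusted limit. Of the 15 genes of the pathways regulating pluripotency of stem cells, 13 were lower and Igf1 and Mapk12 higher, and 9 were DEGs at the adjusted limit. Igf1 rose from 2.29 ± 0.799 CPM to 20.9 ± 8.03 CPM (SD, n = 3), a log2 fold change of 3.19 with a standard error of 0.42.

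In the libraries of 24 h, the direction differed. The library labelled iBmp2 ko/ko was above the iBmp2 fx/fx library for 8 of the 12 genes of the TGF-β pathway, 7 of the 9 of the Wnt pathway, 8 of the 9 of the Hippo pathway and 12 of the 15 of the pluripotency pathways. Each of these genes kept the sign of its log2 fold change over all 8 libraries. Without a block 0 passed the adjusted limit there, and 5, 3, 0 and 4 passed the unadjusted limit in the TGF-β, Wnt, Hippo and pluripotency pathways. With the culture time as a block over all 8 libraries, only Grem1 and Mapk12 passed the adjusted limit. Their log2 fold changes were -1.84 and 1.18 (adjusted p = 0.0427 and 0.0445 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).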

**FIGURE 4:**
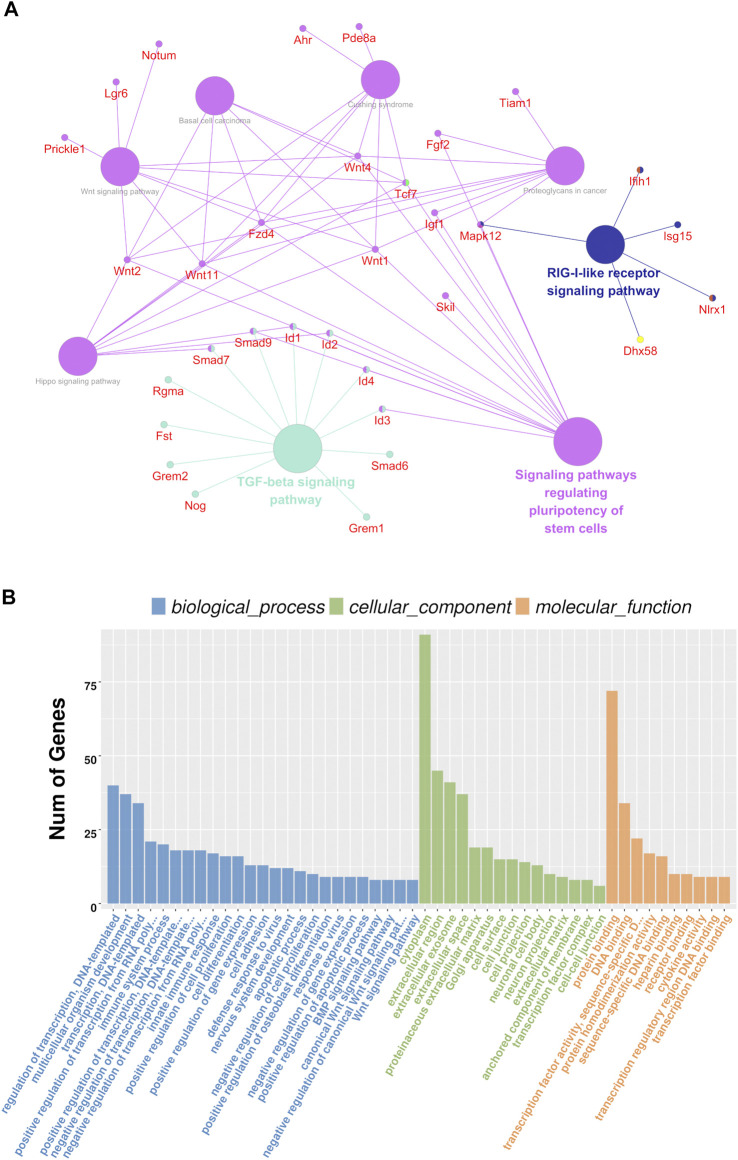
Analysis results of KEGG and GO analyses. **(A)** Possible signaling pathways are represented by circles, and the involved genes are represented by red characters. The possible signaling pathways showed the larger diameters of the circle; the larger the diameters are the more significant the signal pathway is. **(B)** GO analysis in a cellular component, biological process, and molecular function.

The GO analysis showed that the following biological pathways (BPs) were notably enriched among the DEGs: regulation of gene transcription, regulation of transcription from RNA polymerase II promoter, multicellular organism development, positive regulation of cell proliferation, cell differentiation, Wnt signaling, and BMP signaling pathways, etc. (Figure 4B). Besides, the following cellular components (CCs) were found to be largely enriched in the extracellular exosome, proteinaceous extracellular matrix, anchored component of the membrane and transcription factor complex, cell–cell junction, and cell protection (Figure 4B). Additionally, the following molecular functions (MFs) were largely enriched in protein binding, transcription factor activity, sequence-specific DNA binding, receptor binding, and transcription regulatory region DNA binding (Figure 4B). This result suggests that Bmp2 and other signaling pathways regulate dental cell proliferation and cell differentiation as well as tissue development through those aforementioned pathways (Graf et al., 2016; Salazar et al., 2016; Wu et al., 2016; Migliorini et al., 2020).

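Taking all 32 genes of Figure 4A together, 25 were lower and 7 higher in the iBmp2 ko/ko cells over the 6 libraries. All but Fst, 31 genes, were DEGs at the unadjusted limit, and 16 were DEGs at the adjusted limit of edgeR's quasi-likelihood test over all mRNAs. The 3 iBmp2 fx/fx and 3 iBmp2 ko/ko libraries did not overlap for 28 of the 32 genes, and over all 8 libraries they did not overlap for 3. Chance gives 10% of genes for 3 against 3 libraries, but these genes are the paper's own DEGs on these data, chosen for a difference between the genotypes, so the share is no test of it. With the culture time as a block all 32 passed the adjusted limit. The 5 genes of the RIG-I-like receptor signaling pathway were higher in the iBmp2 ko/ko cells, with log2 fold changes from 1.35 to 3.11, and 1 of them, Nlrx1, passed the adjusted limit. Of the ligands Bmp2 to Bmp7, Bmp4 had the most reads in every library, and it was chosen after its values were seen. Its counts were 747, 1164, 1143 and 816 in the iBmp2 fx/fx libraries and 525, 560, 1023 and 269 in the iBmp2 ko/ko libraries at 6, 24, 48 and 72 h, a log2 fold change over the 6 libraries of -0.47 with a standard error of 0.41 (adjusted p = 0.694 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bmp4 was lower in the iBmp2 ko/ko library at all 4 times, and with the culture time as a block its log2 fold change was -0.59 with a standard error of 0.23 (adjusted p = 0.104 in the same edgeR test). The enrichment in KEGG pathways and GO terms was not recomputed here. From the pathways and terms enriched among the DEGs, the paper proposes that Bmp2 and other signaling pathways regulate dental cell proliferation, differentiation and tissue development through these pathways.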

### Analysis Results of the Protein–Protein Interaction (PPI) Network

To gain more insights into the role of these 227 genes in the Bmp2 network and find the hub genes, which were significantly implicated in, a PPI network based on these 227 genes (94 upregulated genes and 133 downregulated genes) was established on the STRING database for functional association analysis, and the sequential visualization was performed on Cytoscape (Figure 5A). The plug-in “cytoHubba” determined the top 20 hub genes by MCC algorithm (Figure 5B) and related the differential genes according to the association grade difference between different genes (Figure 5C). 

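Apart from Wnt1, 18 hub genes of Figure 5B passed the filter on low counts, and Phf11, the symbol of the gene table nearest to Phf11d, did not. All 18 were higher in the iBmp2 ko/ko cells over the 6 libraries, with log2 fold changes of up to 3.40 and a median of 1.99. All but Rsad2, 17 genes, were DEGs at the unadjusted limit. At the adjusted limit of edgeR's quasi-likelihood test 5 were DEGs, Sp100, Zbp1, Oas2, Trim30a and Trim30d, and with the culture time as a block all 18 were. Trim30a (chromosome 7, 111557539 to 111613707, minus strand) had 20.7 ± 5.43 CPM in the iBmp2 fx/fx cells and 134 ± 62.0 CPM in the iBmp2 ko/ko cells (SD, n = 3), a log2 fold change of 2.70 with a standard error of 0.38 (adjusted p = 0.0192 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Trim30a and Trim30d are neighbouring paralogs whose shared reads the counting sets aside, so their levels are uncertain. Ifit3, on chromosome 19, whose tested genes had a median log2 fold change of 0.37, had 22.4 ± 22.3 CPM and 233 ± 170 CPM (SD, n = 3), and its adjusted p in the same test was 0.207.

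The mean log2 CPM of the 18 genes was 1.69 higher in the iBmp2 ko/ko library at 6 h, 2.98 higher at 48 h and 2.12 higher at 72 h. From 6 to 72 h it fell in both genotypes, so that the spread between replicates of a genotype includes a change of 1.80 in the iBmp2 fx/fx cells and 1.37 in the iBmp2 ko/ko cells. At 24 h the mean difference was -0.29, with 14 of the 18 genes lower in the library labelled iBmp2 ko/ko. All 18 genes were also higher over all 8 libraries, 16 at the unadjusted limit and 0 at the adjusted limit.

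**Figure D1:**
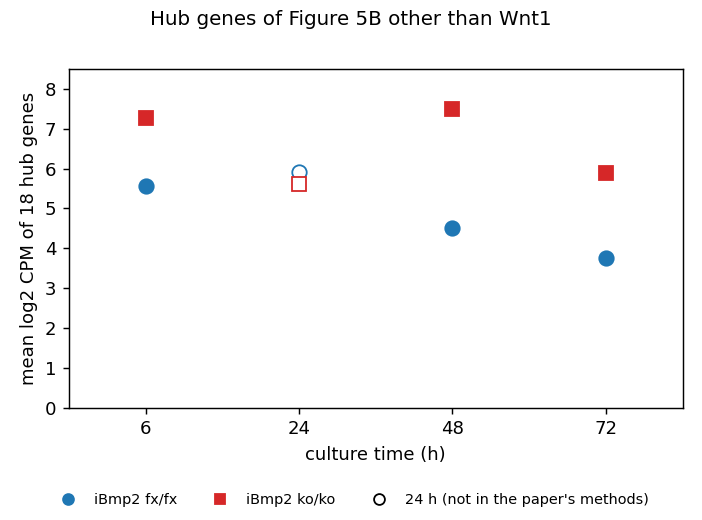
Mean log2 CPM of the 18 hub genes of Figure 5B other than Wnt1 that were tested (vertical axis) at each culture time in hours (horizontal axis), 1 point per library, circles for iBmp2 fx/fx cells and squares for iBmp2 ko/ko cells. Open symbols are the 24 h libraries. The knock-out library is above the floxed library at 6, 48 and 72 h and below it at 24 h.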

The interactive density region in the PPI network by “MCODE’’ plug-in was also discovered. The figure below showed the top dense regions (Figure 5D). The PPI analysis predicted that the 9 Bmp2-induced proteins tested can interact with each other. For instance, Fgf2 binds to Id3 and to Wnt11, Lhx1 to Wnt11, Smad7 to Klf10 and to Id2, Tcf7 to Wnt 1 and Id2, etc. On the other hand, one protein interacts with another *via* a third protein. For example, Id2 binds to Klf10 *via* Smad7; Lhx1 binds to Wnt1 *via* Wnt11 and Tcf7 *via* Wnt11; and Fgf2 binds to Id2 *via* Tcf7 and Lhx1 *via* Wnt11 as well as others. This study suggests that these proteins play synergistic roles in the regulation of dental cell proliferation and differentiation.

**FIGURE 5:**
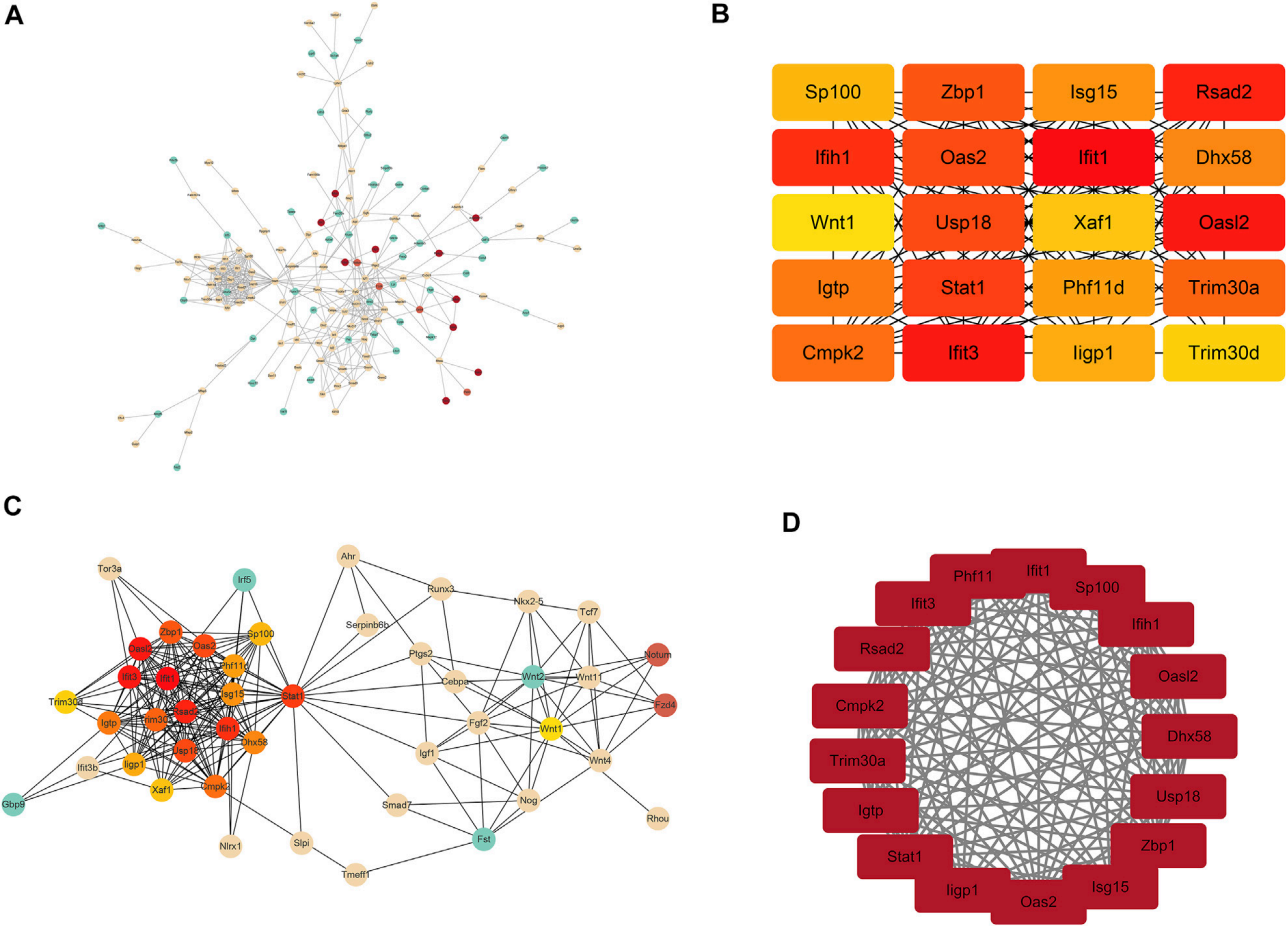
Analysis results of PPI. **(A)** Total network interaction of all DEGs. The redder the color, the more important it is in the network relationship. **(B)** Top 20 hub genes in the interaction network. **(C)** Total network interaction of the top 20 hub genes and the differential genes that are directly related to them. **(D)** Top dense regions of the interactive density region in the PPI network.

### Analysis Results of Co-Expression Networks Between mRNAs and lncRNAs

Based on correlations between the differential expression levels of lncRNAs and mRNAs, a coding–noncoding gene co-expression network was established. We calculated the Pearson correlation coefficient (PCC) and used the R-value to calculate the correlation coefficient of the PCC between lncRNAs and mRNAs (lncRNA–mRNA PCC, not including lncRNA–lncRNA or mRNA–mRNA PCC). Those lncRNAs and mRNAs that had Pearson correlation coefficients (PCCs) ≥ 0.95 were selected to construct the co-expression network. 

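Between the 90 lncRNAs and 964 mRNAs that were DEGs at the unadjusted limit there are 86760 pairs. The Pearson correlation of log2 CPM over the 6 libraries (prior count 2) was 0.95 or more in size for 7075 pairs, 3966 positive and 3109 negative. With CPM that was not log-transformed the number was 5542, and over all 8 libraries on the log2 scale it was 3437. Spearman's rank correlation gave 2727 pairs. Over 6 libraries without ties it reaches 0.95 only for the same or the exactly reversed order, a stricter condition than Pearson's. Because the libraries fall into the 2 genotypes, a correlation over all of them mixes the difference between genotypes with the variation among libraries of a genotype. After centring each gene within each genotype, 2234 pairs were past the cutoff. After the order of the libraries was shuffled within each genotype, which keeps the difference between the genotypes, a median of 5492 pairs was past it. No correlation coefficient is given for single pairs, since each genotype has only 3 or 4 libraries.

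For the 22 lncRNAs of Figure 3B and the 100 mRNAs of Figure 6A, 395 of 2200 pairs were past the cutoff over the 6 libraries, 241 positive and 154 negative, 203 over all 8 libraries and 53 after centring within each genotype. Of these 100 mRNAs, the 37 shown as upregulated were all higher and the 63 shown as downregulated all lower in the iBmp2 ko/ko cells, and each was a DEG at the unadjusted limit. At the adjusted limit of edgeR's quasi-likelihood test 33 and 49 of them were DEGs, and with the culture time as a block all 37 and all 63 were. At 24 h, 12 of the 37 were higher in the library labelled iBmp2 ko/ko and 26 of the 63 were lower. The transcript 1500016L03Rik is both 1 of the 22 lncRNAs and 1 of the 100 mRNAs, so that 1 pair sets it against its own reads.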

The figure below showed the top 100 pairs of co-expression relationships (Figure 6A). Furthermore, visualization of the co-expression network between lncRNA and mRNAs was performed using the OmicStudio tools at https://www.omicstudio.cn/tool (Figure 6B). 

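The lncRNAs ENSMUSG00000087211.1, ENSMUSG00000087189.1, ENSMUSG00000086888.1 and ENSMUSG00000053613.6 are listed in the lncRNA table under the symbols 1500016L03Rik, D130017N08Rik, A330033J07Rik and 4732444A12Rik. In mm9, 1500016L03Rik lies on chromosome 11 from 84339162 to 84349333 on the plus strand, and Lhx1 ends 238 bases away on the minus strand (84331479 to 84338923), so the pair is transcribed divergently. D130017N08Rik lies on chromosome 5 (144519194 to 144527999, plus strand). A330033J07Rik lies on chromosome 13 (48139600 to 48357992, minus strand), and 171 of its 4456 exonic bases are also exonic in Id4 on the opposite strand. 4732444A12Rik lies on chromosome 11 (120520471 to 120523129, plus strand), and 708 of its 2659 exonic bases are also exonic in Notum on the opposite strand.

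Of these lncRNAs with the mRNAs Id2, Klf10, Smad7, Wnt1, Wnt11, Lhx1 and Fgf2, 12 pairs named by the paper were examined. All 12 were positively correlated over the 6 libraries, and 6 had a Pearson correlation of at least 0.95 on the log2 CPM scale. These were 1500016L03Rik with Wnt11 and Lhx1, D130017N08Rik with Lhx1, A330033J07Rik with Fgf2, and 4732444A12Rik with Fgf2 and Lhx1. With CPM that was not log-transformed, 9 pairs were past the cutoff. Over all 8 libraries, 6 were past it on the log2 scale and 3 on the CPM scale. Within a genotype, the lncRNA and the mRNA ranked the 3 libraries in the same order for 5 of the 12 pairs in the iBmp2 fx/fx cells and for 2 in the iBmp2 ko/ko cells.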

For instance, lncRNA ENSMUSG00000087211.1 (87,211.1) co-expressed with *Id2*, *Klf10*, *Smad7*, *Wnt1*, *Wnt11*, and *Lhx1*, while lncRNA ENSMUSG00000087189.1 (87,189.1) co-expressed with *Lhx1* and *Klf10*, lncRNA ENSMUSG00000086888.1 (86,888.1) co-expressed with *Fgf2* and *Wnt1*, and lncRNA ENSMUSG00000053613.6 (53,613.6) co-expressed with *Fgf2* and *Lhx1*. Although the co-expression of lncRNAs and mRNAs was identified in the dental papilla cells, the effect of cross talk between the mRNAs and lncRNA during dentinogenesis is required for further study.

**FIGURE 6:**
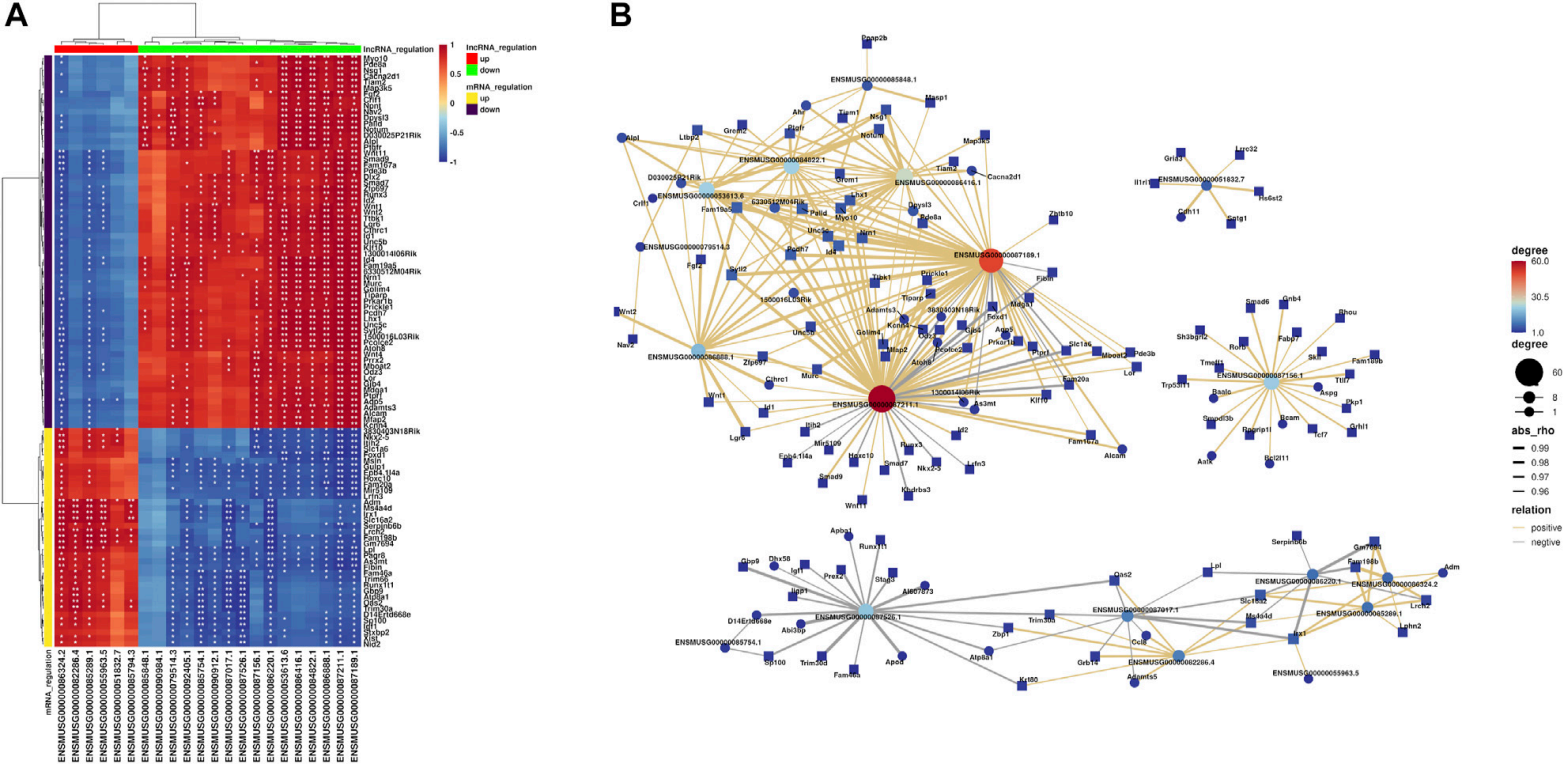
Results of co-expression networks between mRNAs and lncRNAs. **(A)** Heatmaps are used to describe the relationship between lncRNAs and mRNAs (different colors of lncRNA or mRNA regulation). The differences that are statistically significant are denoted by asterisks, with single asterisks representing *p* < 0.05 and two asterisks representing *p* < 0.01. **(B)** Hub co-expression network between lncRNAs and mRNAs. The yellow line represents the positive regulation, the gray line represents the negative regulation, and the thickness of the line represents the relative strength. In addition, the size and color depth of the points represent the number of related genes.

### Validation of Differentially Expressed lncRNAs and mRNAs

In order to verify the transcriptome sequencing results between the iBmp2^fx/fx^ and iBmp2^ko/ko^ cells and further analyze the possible signaling network mediated by Bmp2, the 9 representative mRNAs and 3 lncRNAs were selected for validation by using RT-qPCR since the 9 Bmp signal-associated mRNAs are involved in the dental cell proliferation, differentiation, and tooth development (Ho et al., 2011; Koizumi et al., 2013; Sternberg et al., 2013; Bakopoulou et al., 2015; Chen et al., 2016; Zhang et al., 2016; Chen et al., 2019; Liu et al., 2019; Chakka et al., 2020), and three novel lncRNAs (87,211.1, 87,189.1, and 86,888.1) co-expressed with these mRNAs (Figure 6B). 

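Over the 6 libraries, the 3 lncRNAs lncRNA87211.1, lncRNA87189.1 and lncRNA86888.1 were all lower in the iBmp2 ko/ko cells, and the floxed and knock-out libraries did not overlap for any of them, for which the smallest two-sided p that an exact permutation test of 3 against 3 libraries allows is 0.10. They are among the paper's own DEGs on these data, so the separation is no independent test. The level of lncRNA87211.1 (1500016L03Rik) was 3.39 ± 0.520 CPM in the iBmp2 fx/fx cells and 0.128 ± 0.00373 CPM in the iBmp2 ko/ko cells (SD, n = 3). Its log2 fold change was -4.68 with a standard error of 0.37 (adjusted p = 0.00164 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For lncRNA87189.1 (D130017N08Rik) the levels were 2.87 ± 0.567 and 0.654 ± 0.0947 CPM (SD, n = 3), and the log2 fold change was -2.13 with a standard error of 0.33 (adjusted p = 0.0237 from the same edgeR test). For lncRNA86888.1 (A330033J07Rik) they were 2.18 ± 0.723 and 0.163 ± 0.0318 CPM (SD, n = 3), with a log2 fold change of -3.71 and a standard error of 0.45 (adjusted p = 0.00728 from the same edgeR test). The iBmp2^ko/ko level of lncRNA86888.1 rests on 4, 6 and 4 reads at these times, also near the floor. With a single library left out in turn, the log2 fold changes stayed between -4.82 and -4.62, between -2.30 and -2.01 and between -3.96 and -3.47, while the largest adjusted p of the 6 fits was 0.0245, 0.199 and 0.0729. With the culture time as a block, the adjusted p values were 0.000181, 0.00165 and 0.000667.

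In the 24 h libraries, lncRNA87211.1 had 2.20 CPM in the iBmp2 fx/fx cells and 2.63 CPM in the library labelled iBmp2 ko/ko, lncRNA87189.1 had 3.27 and 2.63 CPM, and lncRNA86888.1 had 0.816 and 0.975 CPM. The log2 fold changes over all 8 libraries were -2.05, -1.37 and -2.33, and the adjusted p was 0.491, 0.471 and 0.424. Of lncRNA86888.1, 269 reads were counted over the 8 libraries. The exonic bases it shares with Id4, read at the density of Id4, would give 187 reads. Id4 was a DEG as well, at 14.2 ± 4.73 CPM and 1.24 ± 0.822 CPM (SD, n = 3), so the level of lncRNA86888.1 is uncertain where the counting did not use strand.

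**Figure D2:**
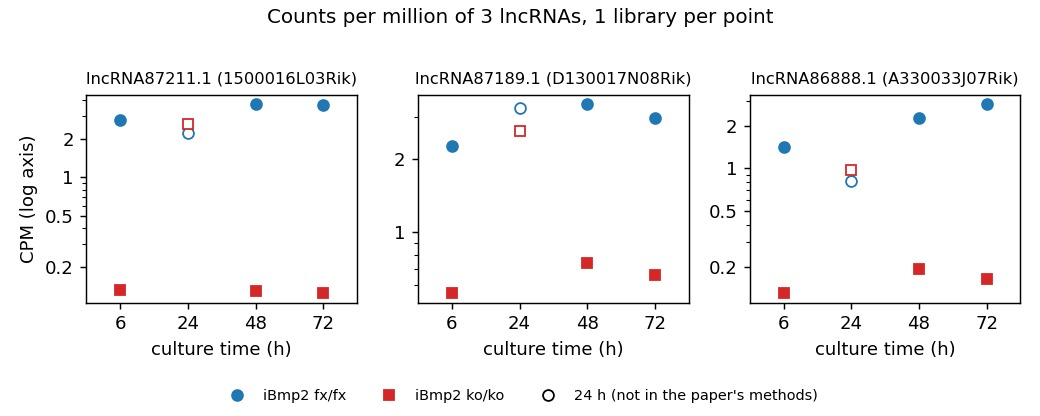
CPM (vertical log axes) of lncRNA87211.1, lncRNA87189.1 and lncRNA86888.1 at each culture time in hours (horizontal axes), 1 point per library, circles for iBmp2 fx/fx cells and squares for iBmp2 ko/ko cells. Open symbols are the 24 h libraries, where the library labelled iBmp2 ko/ko lies at the level of the iBmp2 fx/fx libraries for all 3 lncRNAs.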

The RT-qPCR results showed that the expression of lncRNA87211.1 and lncRNA87189.1 decreased in the iBmp2^ko/ko^ cells, as same as the results of RNA-seq, but lncRNA86888.1 expression was increased in the iBmp2^ko/ko^ cells which was opposite to the results of RNA-seq (Figure 7A). 

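The mRNAs Fgf2, Id2, Id3, Klf10, Lhx1, Smad7, Tcf7, Wnt1 and Wnt11 were all lower in the iBmp2 ko/ko cells over the 6 libraries, at 6, 48 and 72 h each. The iBmp2 fx/fx and iBmp2 ko/ko libraries did not overlap for any of the 9 mRNAs, which were chosen by the paper from its DEGs on these data. All 9 were DEGs at the unadjusted limit, and 5 (Fgf2, Klf10, Lhx1, Tcf7 and Wnt11) were DEGs at the adjusted limit. Lhx1 fell most, from 13.0 ± 2.55 CPM to 0.183 ± 0.0712 CPM (SD, n = 3), a log2 fold change of -6.10 with a standard error of 0.40 (adjusted p = 0.00252 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Wnt11 fell from 17.1 ± 1.88 to 1.01 ± 0.267 CPM (SD, n = 3), with a log2 fold change of -4.09 (adjusted p = 0.00425 from the same edgeR test). Tcf7 fell from 44.4 ± 10.7 to 3.67 ± 1.90 CPM, Klf10 from 223 ± 13.0 to 72.5 ± 25.7 CPM and Fgf2 from 3.55 ± 1.79 to 0.349 ± 0.193 CPM (SD, n = 3). The log2 fold changes of Tcf7, Klf10 and Fgf2 were -3.58, -1.63 and -3.36, with adjusted p values of 0.0120, 0.0243 and 0.0427 in the same edgeR test. Id2 (272 ± 27.2 to 33.7 ± 31.3 CPM), Id3 (687 ± 108 to 153 ± 107 CPM), Smad7 (96.0 ± 6.60 to 26.3 ± 15.9 CPM) and Wnt1 (1.72 ± 0.608 to 0.129 ± 0.147 CPM) had log2 fold changes of -3.05, -2.20, -1.89 and -3.79 (SD, n = 3). Their adjusted p values in the same edgeR test were 0.0552, 0.0648, 0.0621 and 0.0859. Adjusted over the 9 mRNAs alone, all 9 passed the limit, and with the culture time as a block all 9 passed it over all genes.

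At 24 h, 8 of the 9 mRNAs were higher in the library labelled iBmp2 ko/ko than in the iBmp2 fx/fx library, and Fgf2 was lower, at 1.73 against 3.44 CPM. Tcf7 had 50.6 CPM in the library labelled iBmp2 ko/ko and 23.7 CPM in the iBmp2 fx/fx library, Wnt11 had 18.1 and 8.98 CPM, and Lhx1 had 8.97 and 8.94 CPM. Id2 had 274 and 225 CPM, Id3 784 and 561 CPM, Klf10 207 and 204 CPM, Smad7 91.8 and 72.0 CPM, and Wnt1 1.28 and 0.781 CPM in the 24 h libraries, in the same order. The 9 log2 fold changes were also negative over all 8 libraries, where 2 mRNAs were DEGs at the unadjusted limit and 0 at the adjusted limit. Gapdh, the RT-qPCR reference, had 3.31 ± 1.39 CPM in the iBmp2 fx/fx cells and 4.47 ± 3.26 CPM in the iBmp2 ko/ko cells (SD, n = 3), with a log2 fold change of 0.40 and a standard error of 0.55. Gapdh has many near-identical copies in the genome, whose reads the counting sets aside, so this level is uncertain.

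**Figure D3:**
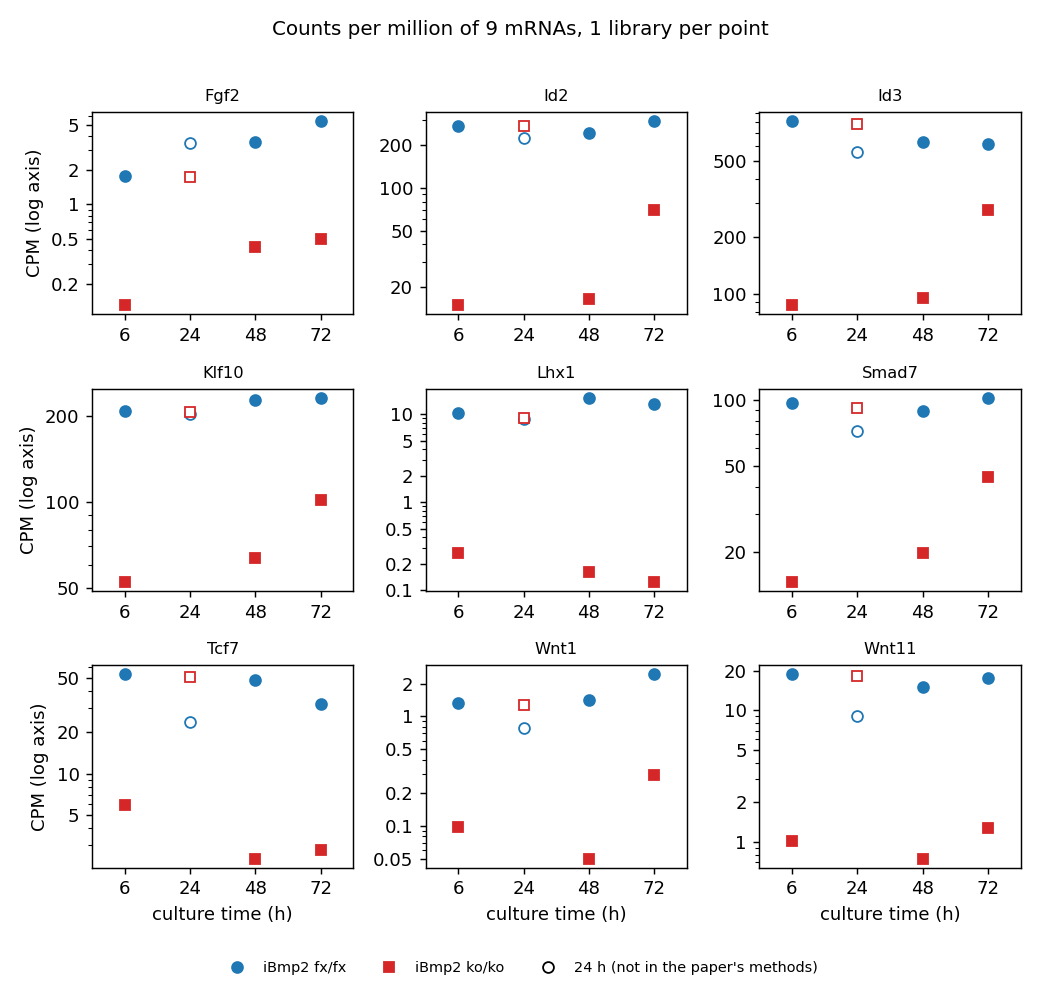
CPM (vertical log axes, not starting at the same value) of Fgf2, Id2, Id3, Klf10, Lhx1, Smad7, Tcf7, Wnt1 and Wnt11 at each culture time in hours (horizontal axes), 1 point per library, circles for iBmp2 fx/fx cells and squares for iBmp2 ko/ko cells. Open symbols are the 24 h libraries. Wnt1 in the iBmp2 ko/ko library of 48 h, at 0 reads, is drawn at 0.05 CPM. At 6, 48 and 72 h the iBmp2 ko/ko libraries lie below the iBmp2 fx/fx libraries for all 9 mRNAs, and at 24 h only Fgf2 does.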

The mRNA expression of *Fgf2*, *Id2*, *Id3*, *Lhx1*, *Smad7*, *Tcf7*, *Wnt1*, and *Wnt11* by RT-qPCR analysis was consistent with the result of the RNA-seq (Figure 7B). Furthermore, the 6 validated mRNAs (*Id2*, *Klf10*, *Lhx1*, *Smad7*, *Wnt1*, *and Wnt11*) were positively correlated with the expression of lncRNA 87211.1 and lncRNA 87189.1, which was in accordance with the predicted lncRNA–mRNA co-expression network (Figure 7C). Accordingly, the PCC can be used to predict the relation network between mRNAs and lncRNAs.

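For the 12 pairs of Id2, Klf10, Lhx1, Smad7, Wnt1 and Wnt11 with lncRNA87211.1 and lncRNA87189.1, the sequencing libraries gave a positive Pearson correlation in every case, over the 6 libraries and over all 8, on the log2 CPM and on the CPM scale. Over the 6 libraries on the log2 scale, 4 of the 12 pairs, Lhx1 and Wnt11 with each lncRNA, had a correlation of at least 0.95, and 6 had on the CPM scale. The numbers over all 8 libraries were 5 and 3. The libraries form a group per genotype, and within a genotype the order of the 3 libraries was the same in lncRNA and mRNA for 2 of the 12 pairs in the iBmp2 fx/fx cells and 1 in the iBmp2 ko/ko cells. The RT-qPCR measurements were not analysed here.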

**FIGURE 7:**
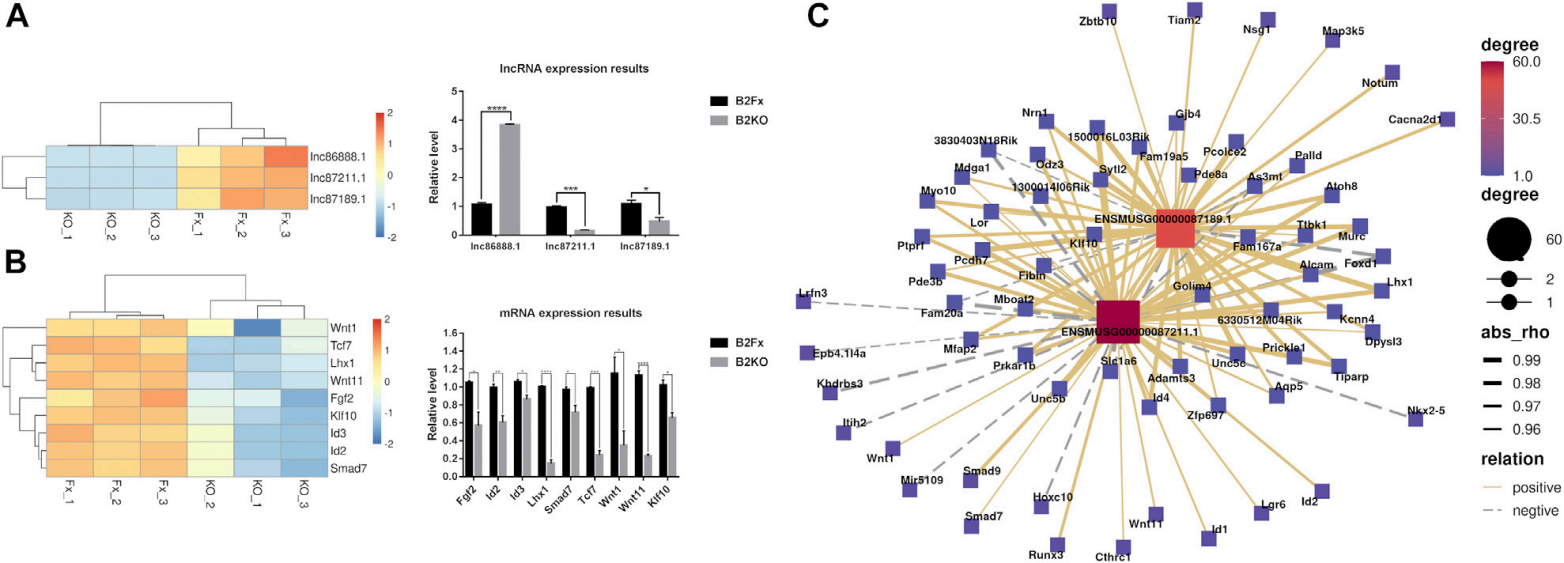
RT-qPCR relative expression results. There are 9 mRNAs and 3 hub lncRNAs validated by RT-qPCR. **(A)** Results of the RNA-seq and RT-qPCR from the lncRNAs of lncRNA87211.1 (ENSMUSG00000087211.1), lncRNA87189.1 (ENSMUSG00000087189.1), and lncRNA86888.1 (ENSMUSG00000086888.1). **(B)** Results of the RNA-seq and RT-qPCR from 9 mRNAs including *Fgf2*, *Id2*, *Id3*, *Klf10*, *Lhx1*, *Smad7*, *Tcf7*, *Wnt1*, and *Wnt11*. The red color represents high fold-change, and the blue color represents low fold-change. The abscissa is the gene name, and the ordinate is the relative expression of the genes. **(C)** Hub co-expression network between two lncRNAs lncRNA87211.1 and lncRNA87189.1 and 6 mRNAs. The solid line shows positive regulation while the dashed line represents negative regulation.

## Discussion

Bone morphogenetic proteins (BMPs), members of the TGF-β superfamily, are multiple regulators for organogenesis and homeostasis. Among them, Bmp2 has been proven to be able to induce osteogenesis or dentinogenesis, independently (Bais et al., 2009; Yang et al., 2012). Several canonical and non-canonical Bmp2 signaling pathways have been reported involved in odontogenesis (Cho et al., 2010; Qin et al., 2012a; Qin et al., 2012b; Washio et al., 2012; Qin et al., 2014). Recently accumulated evidence has demonstrated that lncRNAs play biological roles in dental cell proliferation, cell proliferation, and tooth development through the regulation of growth and transcriptional factors (Zheng and Jia, 2016; Liu et al., 2018; Gil and Ulitsky, 2020; Wang et al., 2020; Li et al., 2021; Mirzadeh Azad et al., 2021). The cross talk between the Bmp2 signaling pathway and lncRNAs in dental cell proliferation, cell differentiation, and odontogenesis remains largely unclear. In the present study, we, for the first time, sequenced transcriptome in the iBmp2^fx/fx^ and iBmp2^ko/ko^ cells and performed bioinformatics analysis to study Bmp2-mediated signaling pathways and downstream molecules as well as to predict the co-expression network between lncRNAs and mRNAs regulated by Bmp2 *in vitro*.

Our data indicated that 94 mRNAs were upregulated, and 133 mRNAs were downregulated. Moreover, 6 lncRNAs were upregulated and 16 lncRNAs were downregulated by RNA-seq from the iBmp2 ^ko/ko^ and iBmp2 ^fx/fx^ papilla cells. GO analysis indicated that the DEGs were closely related to cell proliferation, cell differentiation, transcriptional regulation, protein–protein interactions, BMP- and Wnt-signal pathways, and so forth. Through KEGG analysis, these DEGs were found to be largely enriched in developmentally signaling pathways including TGF-β/BMP signaling pathway, Hippo signaling pathway, Wnt signaling pathway, and signaling pathways regulating pluripotency of stem cells, suggesting that Bmp2 might mediate cross-talk between these signaling pathways and regulate dental papilla mesenchymal cell proliferation, differentiation, and dentinogenesis (Graf et al., 2016; Wu et al., 2016; Neves and Sharpe, 2018; da Silva Madaleno et al., 2020). YAP (Yes-associated protein) and transcriptional co-activator with PDZ-binding motif (TAZ) function as transcriptional cofactors of the Hippo pathway, which only indirectly bind to DNA and regulate target genes through interaction with other transcription factors such as Smads, Runx1/2, and their effectors of the transcriptional factor TEA domain (TEAD) family members (Piccolo et al., 2014). The cross talk between YAP/TAZ and BMP signaling has been documented. YAP was shown to support Smad1-dependent transcription and to be required for BMP-mediated suppression of neural differentiation in mouse embryonic stem cells, providing an example of long-term modulation of BMP signaling (Alarcón et al., 2009). Moreover, following stimulation with Bmp2, YAP modulated Smad1/5 phosphorylation and target gene expression in multiple cell types, while its early interaction with nuclear Smad1/5/8 was documented to lead to a stabilization of Smad1/5/8 signaling in astrocytes (Huang et al., 2016). Likewise, YAP overexpression activated Smad-dependent BMP signaling and upregulated the mRNA and protein expression of several cementogenesis markers including ALP, Runx2, osteocalcin (Ocn), and dentin matrix acidic phosphoprotein 1 (Dmp1). Treatment with a specific BMP antagonist (LDN193189) prevented the upregulation of the mRNA levels of ALP, Runx2, Dmp1, and Ocn as well as the intensity of ALP-stained and mineralized nodules in cementoblasts (Yang et al., 2018). The PPI study predicted that Bmp-induced proteins related to tooth/bone development interact with each other, and one protein binds to another *via* a third protein (Figure 5). It suggests that these proteins synergically regulate tooth-related gene expression mediated by Bmp2 signaling. Furthermore, the lncRNA–mRNA co-expression network analysis revealed that lncRNAs87211.1, lnc87189.1, and lnc86888.1 co-expressed with *Id2*, *Klf10*, *Lhx1*, *Smad7*, *Wnt1*, and *Wnt11* (Figure 6).

Based on the results of the KEGG, the PPI, and lncRNA–mRNA co-expression, the 9 mRNAs (*Fgf2*, *Id2*, *Id3*, *Lhx1*, *Smad7*, *Tcf7*, *Wnt1*, *Wnt11*, and *Klf10*) and 3 lncRNAs (87,211.1, 87,189.1, and 86,888.1) were selected as representative genes for RT-qPCR validation as these genes are involved in the dental cell proliferation and differentiation as well as tooth development and formation induced by Bmp2 signaling (Tsuboi et al., 2003; Koizumi et al., 2013; Sternberg et al., 2013; Chen et al., 2016; Graf et al., 2016; Wu et al., 2016; Li et al., 2019; Liu et al., 2019; Qin et al., 2019; Nottmeier et al., 2021) and three novel lncRNAs co-expressed with those mRNAs in the dental papilla cells. Our study demonstrated that the validated 9 mRNAs and 2 lncRNAs by RT-qPCR were consistent with the results of the RNA-seq, and the PCC method can be used to predict co-expression networks between mRNAs and lncRNAs.

The selected 9 mRNAs are involved in the dental cell proliferation, differentiation, and homeostasis (Ho et al., 2011; Koizumi et al., 2013; Sternberg et al., 2013; Bakopoulou et al., 2015; Chen et al., 2016; Zhang et al., 2016; Wang and Martin, 2017; Neves and Sharpe, 2018; Chen et al., 2019; Liu et al., 2019; Chakka et al., 2020; Niki et al., 2021). The loss of Bmp2 resulted in a decrease of these gene expressions detected by RNA-seq and RT-qPCR (Figures 2, 7). It suggested that Bmp2 regulates dental differentiation and dentinogenesis via these genes. It has been documented that the interplay of Bmp2 signal–associated mRNAs and lncRNAs regulates tooth development and formation (Liu et al., 2018; Zhong et al., 2020). This study showed that several novel lncRNAs such as lncRNA87211.1, lncRNA87189.1, and lncRNA86888.1 co-expressed with those mRNAs (Figure 6). However, whether the loss of Bmp2 downregulated expression of the selected 9 mRNAs through the lncRNA regulation needs to be further investigated although Liu’s and Zhong’s groups reported that lncRNAs inhibited microRNAs and indirectly upregulated Bmp2 gene expression, which enhanced the expression of Runx2, Dmp1, and Dspp genes as well as cell differentiation (Liu et al., 2018; Zhong et al., 2020).

Based on this study by the experimental and bioinformatics analyses, we suggest that Bmp2 signaling stimulates these mRNA expressions in the regulation of dental proliferation, differentiation, and homeostasis via direct or indirect lncRNA pathways. However, whether Bmp2 stimulates these 9 gene expressions *via* these lncRNAs during dentinogenesis needs to be further investigated.

Taken together, in the present study, we validated Bmp2 signal pathways and the possible signal molecules downstream of Bmp2 in the dental papilla cells using RNA-seq, RT-qPCR, and bioinformatics. Moreover, by performing bioinformatics analyses, we predicted several hub genes in the lncRNA–mRNA co-expression network regulated by Bmp2, which provides the direction and basis for further elucidating the regulation mechanism of Bmp2-mediated odontogenesis *via* the mRNA–lncRNA network.

## Data Availability

The authors acknowledge that the data presented in this study must be deposited and made publicly available in an acceptable repository, prior to publication. Frontiers cannot accept a article that does not adhere to our open data policies.

How the deposited data were processed for this re-analysis (not part of the article)

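Total RNA of the iBmp2 fx/fx and iBmp2 ko/ko cells was sequenced in 8 libraries, 1 per genotype at 6, 24, 48 and 72 h of culture. The authors aligned the reads with TopHat2 to mm9, counted them with HTSeq and deposited the counts of each library for gene symbols and for lncRNA symbols, as integers without normalization. The 5 summary counters that HTSeq adds to each table were left out. The paper's text names neither the annotation nor the strand setting of the counting. Conditions and culture times came from the library labels, and the replicate number of a library is its place in the order of culture times. No pair of libraries held identical counts.

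The main comparisons used the 6 libraries of 6, 48 and 72 h, the times listed in the paper's methods, with 3 libraries per genotype. All comparisons were repeated over all 8 libraries. Between 25890110 and 32415665 reads per library were counted on genes, with a median of 29985177 over the 8 libraries. The smallest level counted as detectable was 3 counts, and such floors cover counting error only. Genes were matched by symbol to GENCODE release M1 on mm9 for their location, length and exons, which found 95.7% of the symbols of the gene table.

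Differential expression was tested in R 4.3.3 with edgeR 4.0.16, using TMM normalization, edgeR's filter on low counts (at least 10 counts, and 15 in total), and the quasi-likelihood test for genotype with Benjamini-Hochberg adjustment. No block was used, because the paper names none. A DEG had an absolute log2 fold change above 1 with an unadjusted p under 0.05, or of at least 1 with an adjusted p of at most 0.05. The lncRNA counts were scaled by the library sizes and TMM factors of the gene table. Co-expression was counted as pairs with a Pearson correlation of 0.95 or more in size on log2 CPM with a prior count of 2. A culture time trend and an interaction of genotype and time were tested in edgeR over all 8 libraries on the log2 of time.

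The alternatives were all 8 libraries, the culture time as a block over 6 and over 8 libraries, DESeq2 1.42.0, limma 3.58.1 on log2 CPM with an offset of 0.5 and on log2 RPKM with an offset of 0.1, no filter, at least 10 counts in every library, an adjusted p of 0.001, the library sizes of the lncRNA table, and leaving out each library in turn. For co-expression they were CPM without logarithm, Spearman's correlation, a prior count of 0.5, DEGs at the adjusted limit and centring within genotype. Culture time was also used in hours, and chromosome medians were repeated with genes of at least 100 counts on average. These were set before the data were examined, as were the main tests. Leaving out each library of the 8 in turn, and the adjusted p of 0.001 under the alternatives, were added after seeing the data. The pairing of libraries by culture time was checked by correlating their deviations from the genotype mean.

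The genes named in the text are Bmp2, the genes and lncRNAs the paper names or shows in its figures as measured here, Gapdh, markers of differentiation, sex-linked genes, and the 5 mRNAs and 3 lncRNAs with the largest rise and with the largest fall among DEGs at the adjusted limit that changed the same way at all 4 times. A few others are marked as chosen after their values were seen. The tests were tried on simulated data with known changes. With no variation shared by libraries of a culture time, edgeR found 194 of 196 changed mRNAs and 195 of 195 changed lncRNAs. With a shared variation of SD 0.5 on the log2 scale, edgeR without a block found 0 of 197 changed mRNAs at the adjusted limit, edgeR with the block 196, DESeq2 165 and limma 0. Of 189 changed lncRNAs under this variation, edgeR without a block found 169, edgeR with the block 186, DESeq2 176 and limma 159.

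Summaries and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The enrichment in KEGG pathways and GO terms, the protein network and the RT-qPCR measurements were not analysed here, and the reads were not realigned.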

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

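Of the tests given here, those on a mixture, on a sample of floxed cells, on the same RNA or culture, and on sequencing depth were chosen only after the result was seen.

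The 24 h library labelled knock-out, which the paper does not report on, lay near the floxed libraries. On a scale from 0, the mean of the floxed libraries of 6, 48 and 72 h, to 1, the mean of the knock-out libraries, its median position over the 287 mRNA DEGs at the adjusted limit was 0.06, and that of the floxed library of 24 h was 0.118. The difference between the libraries of 24 h had the opposite sign to that over the other times for 175 of the 287 DEGs. The 287 DEGs were chosen for their difference at 6, 48 and 72 h, so some shrinkage at 24 h comes with the choice. The knock-out libraries of 6, 48 and 72 h were each placed with DEGs called from the 4 libraries of the other paper times. At the unadjusted limit their median positions were 0.99, 0.97 and 0.77, against 0.08 for the 24 h library labelled knock-out over the 964 DEGs. These values argue against such shrinkage as the account of its position. The difference between the times was also tested as an interaction of genotype with the log2 of culture time, which gave 0 mRNAs at the adjusted limit and 69 at an unadjusted p under 0.05. That test looks for a steady trend with time and does not single out 24 h.

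Of 148 groups of 4 libraries, from 74 named genes in each genotype, 15 held a library far from the other 3 by Dixon's criterion on the gap relative to the group's range, where chance gives 7.4. In 12 of the 15 that library was the 24 h library labelled knock-out. The gap was 0.859 of the range for Lhx1, 0.837 for Wnt11, 0.905 for Gm11768, 0.833 for A330033J07Rik, 0.986 for 1500016L03Rik, 0.953 for Rgma, 0.854 for Slc27a6, 0.925 for Fibin, 0.909 for Dppa4, 1 for Vstm2a, 0.855 for Shisa7 and 0.894 for Pde3b. Many of these genes were named for their difference between the genotypes, so the 12 are not independent of the shift of the whole library. In the floxed libraries, Fibin at 48 h and Dppa4 at 72 h had a gap of 1, with the other 3 libraries at 0 reads, and A730085A09Rik at 6 h had a gap of 0.894. All 3 are at or under 3 counts in the floxed libraries, where single reads set the range, and no biological explanation was tested for them.

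Low sequencing depth cannot account for the position of the 24 h library labelled knock-out, since its reads on genes were 1.002 times those of the knock-out library of 72 h. A mixture of knock-out and floxed cells or RNA would leave part of the expression found only in knock-out cells. Over the 65 mRNAs at least 10-fold higher in the knock-out libraries of the other times, the library had a median of 7.36% of the knock-out level, against 4.76% in the floxed library of 24 h and 6.60% in that of 6 h, which leaves no room for a sizeable share of knock-out cells.

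A candidate explanation is a sample of floxed cells under a knock-out label, or cells without the deletion. Between the libraries of 24 h, 6.26% of genes differed over 2-fold, within the range of 3.02 to 15.8% for pairs of floxed libraries, while the 12 pairs of a floxed and a knock-out library that do not include the 24 h library labelled knock-out differed in 9.73 to 28.8%. That library differed from the 4 floxed libraries in 0.617 to 15.2% of genes and from the other knock-out libraries in 11.3 to 22.1%, where the knock-out libraries of 6, 48 and 72 h differed from each other in 8.62 to 23.7%. The share of genes over 2-fold apart by itself thus places it within the spread of either genotype. The library was closest to the floxed library of 6 h, with 81 genes over 2-fold apart. The chi-square per degree of freedom between these libraries was 4.98, the lowest of 28 pairs, with the next at 39.7 and the highest at 366. The value lies above the 1 of repeated sequencing of the same RNA, so the same RNA or culture cannot be told apart from similar cultures. A biological explanation, a loss of the knock-out difference at 24 h that returns by 48 h, was not excluded, since each genotype has 1 library per time, but several values go against it. The library was nearer to the floxed library of 6 h than to that of its own culture time, with a chi-square per degree of freedom of 74.9 and 822 genes over 2-fold apart from the latter. The shift of chromosome 3 between the genotypes, with medians of -0.44, -0.40 and -0.37 at 6, 48 and 72 h, was -0.01 at 24 h. Not all named genes lost the difference from the floxed library of 24 h. Of the 91 tested, 13 differed by at least 1 on the log2 scale at 24 h in the direction of the other times, and 7 in the opposite direction. The 13 are the lncRNAs Vax2os1, Gm15564, Gm17276, Gm16790, 4930417H01Rik, 4931403G20Rik and Gm15738 of Figure 3B and the mRNAs Grem1, Ahr, Alpl, Vstm2a, Slc27a6 and Gstm4, of which Slc27a6 and Gstm4 had at most 3 counts at 24 h. Gm15564 had 171 CPM in the floxed and 369 CPM in the knock-out library of 24 h, and Alpl had 37.4 and 12.9 CPM. Alpl, Grem1, Ahr, Gm16790 and Vax2os1 had 12.6, 268, 37.3, 1.54 and 3.70 CPM in the floxed library of 6 h. The library labelled knock-out was near these levels, at 12.9, 274.5, 39.9, 1.84 and 4.46 CPM, so their gap shows no kept knock-out difference. Gm15564, with 98.2 CPM in the floxed library of 6 h, kept a gap to it. Gm17276, 4930417H01Rik, 4931403G20Rik, Gm15738 and Vstm2a were lower in the knock-out library of 24 h than in it. The 13 genes were counted after their values were seen. Bmp2 cannot settle the genotype, having 0 reads in the library.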

How the results depend on the processing

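None of the tests behind these values was chosen after the result was seen, apart from the fits leaving out each of the 8 libraries and the limit of 0.001 under settings other than the main one. Each result was recomputed under the alternatives listed in the processing summary. The cause of a change was not tested unless stated.

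Over all 8 libraries, mRNA DEGs numbered 463 at the unadjusted limit (271 upregulated, 192 downregulated, of which 402 were among the 964) and 0 at the adjusted limit, lncRNA DEGs 47 and 0, and co-expressed pairs 3437. With the block over all 8 libraries, 33 mRNAs and 1 lncRNA passed the adjusted limit. The largest chromosome median became 0.3255, of chromosome 19, in place of -0.39, of chromosome 3. In fits chosen after seeing the data that left out each of the 8 libraries in turn, 412 mRNAs passed the adjusted limit without the knock-out library of 24 h and 0 in the other 7 fits, where 262 to 640 passed the unadjusted limit, so the fall to 0 depends on that library.

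Over the 6 libraries, 1109 mRNAs and 78 lncRNAs passed the adjusted limit with the culture time as a block, and 659 and 30 with DESeq2. All 287 mRNAs and 12 lncRNAs were kept under both. With at least 10 counts in every library 144 mRNAs and 0 lncRNAs passed it, and 44 lncRNAs passed the unadjusted limit. Without a filter 186 lncRNAs passed the unadjusted and 42 the adjusted limit, and with limma on log2 CPM 49 passed the unadjusted limit. At an adjusted p of 0.001, 0 mRNAs and 0 lncRNAs remained, against 964 and 90 at the unadjusted limit. At that limit, chosen for the other settings after seeing the data, there were 244 mRNAs and 10 lncRNAs with the block over the 6 libraries, 348 and 14 with DESeq2, 8 and 9 without a filter, 0 and 1 with limma on log2 RPKM, and 0 under the remaining settings, among them the 6 fits that each left out a library. The other alternatives left each DEG count within 1.5 times its main value. Across the 6 fits that each left out a library, mRNA DEGs at the adjusted limit numbered from 9 to 378 and lncRNA DEGs from 1 to 13.

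Co-expressed pairs, 7075 of 86760 in the main setting (8.16%), numbered 2727 with Spearman's correlation (3.14%) and 2234 after centring within genotype (2.58%). Over 6 libraries without ties, Spearman's correlation passes the cutoff only for the same or the exactly reversed order. The same cutoff is thus stricter for it, and the lower number does not by itself show dependence on the method. Between DEGs at the adjusted limit there were 1957 of only 3444 pairs, so the number was lower and the share higher (56.8%). The culture time trend was found for 1352 mRNAs with DESeq2, 0 with time in hours (3851 at an unadjusted p under 0.05), and 0 to 1 across the 8 fits that each left out a library. The interaction stayed at 0 in every fit, with 28 to 1060 mRNAs at an unadjusted p under 0.05.

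Among the named genes, only Yap1 and Gapdh, neither a DEG, changed sign. The log2 fold change of Yap1 ranged from -0.0746 to 0.1263 across the 6 fits that each left out a library (-0.0746 without the knock-out library of 72 h and -0.0368 without the floxed library of 48 h), and that of Gapdh from -0.36, without the knock-out library of 72 h, to 0.7846. Of the 83 named genes tested over all 8 libraries, 35 no longer had an adjusted p of at most 0.05 and 48 kept their side of it, and with the block 35 were lost and 4 gained. With the block over the 6 libraries 42 of 91 came to pass it, with DESeq2 26, and without a filter 13. With limma on log2 CPM 2 of 91 were lost and 6 gained, and with limma on log2 RPKM 5 and 5. With at least 10 counts in every library 6 of 66 were lost. Leaving out a library lost from 3 to 39 of 91 and gained from 0 to 12. The depth limits Bmp2 and Dspp, at or under 3 counts in both genotypes, which could not be compared, and Dmp1, at or under 3 counts in the knock-out libraries of the 6, for which only a bound can be given, at least 1.67-fold lower in the knock-out cells.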

Differences from the paper's values

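No test in this part was chosen only after the result was seen, apart from the fits named as such.

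The paper reports 94 upregulated and 133 downregulated mRNAs. At the unadjusted limit of the paper's text, 434 and 530 were found over the 6 libraries. Of the alternatives set before the data were examined, only all 8 libraries closed the gap for downregulated mRNAs, with 192, and none did for upregulated mRNAs, of which all 8 libraries gave 271. Without 1 of the 8 libraries, settings chosen after seeing the values, the downregulated mRNAs came to 170 and 107 without the floxed library of 24 or 48 h, 185 without that of 72 h, and 102 and 176 without the knock-out library of 6 or 48 h. At the adjusted limit of the legend of Figure 2, the main values of 118 and 169 were within 1.5 times the paper's.

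For lncRNAs the paper reports 6 upregulated and 16 downregulated. At the unadjusted limit 42 and 48 were found, and none of the alternatives set before the data were examined closed either gap. At the adjusted limit 4 were upregulated, within 1.5 times the paper's value, and 8 downregulated. For the downregulated lncRNAs, DESeq2 (17), limma on log2 CPM (11) and no filter (21) closed the gap. Of these, limma on log2 CPM gave 5 upregulated lncRNAs, within 1.5 times the paper's 6, while DESeq2 gave 13 and no filter 21. The other alternatives set before the data were examined did not close the gap for the downregulated lncRNAs.

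The legend of Figure 3 gives a limit of 0.001 on the Q value. No mRNA or lncRNA DEG reached an adjusted p of 0.001 in edgeR's quasi-likelihood test without a block over the 6 libraries, where 964 mRNAs and 90 lncRNAs were DEGs at the unadjusted limit. Under other settings, combined with this limit after seeing the values, 244 mRNAs and 10 lncRNAs reached it with the culture time as a block, 348 and 14 with DESeq2, and 8 and 9 without a filter, and 1 lncRNA did with limma on log2 RPKM.

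Of the lncRNAs that Figure 3B shows as DEGs, 4 passed neither limit in the main comparison. 4930417H01Rik passed the unadjusted limit over all 8 libraries, with the block over 6 and over 8 libraries, with DESeq2, with limma on log2 RPKM and without a filter. 4931403G20Rik passed it with the block over 8 libraries and without the knock-out library of 48 h. Gm15886 passed it with the block over 6 libraries, where it also passed the adjusted limit, with the block over 8 libraries, with limma on log2 CPM, without a filter and without the knock-out library of 48 h. Gm15738 passed it only with the block over 8 libraries.

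Of the mRNAs shown as DEGs in Figures 4A and 5B, Fst and Rsad2 passed neither limit, with log2 fold changes of -1.86 and 2.75. Both passed the unadjusted limit over all 8 libraries, with the block over 6 libraries (where both also passed the adjusted limit) and over 8, with DESeq2, without a filter, without the floxed library of 6 h and without the knock-out library of 72 h. Fst also passed it with limma on either scale. Among the fits chosen after seeing the data that left out 1 of 8 libraries, Fst passed it in 5 and Rsad2 in 4. Phf11d is not among the symbols of the gene table. Phf11, which is, passed the unadjusted limit without a filter, and both limits without the knock-out library of 72 h.

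The paper lists co-expression of 1500016L03Rik with Id2, Klf10, Smad7 and Wnt1, of D130017N08Rik with Klf10, and of A330033J07Rik with Wnt1. On log2 CPM over the 6 libraries these pairs were below the cutoff. On CPM without logarithm, those with Id2, both with Klf10, and A330033J07Rik with Wnt1 were past it, and over all 8 libraries both pairs with Klf10 were past it on either scale. 1500016L03Rik with Smad7 and with Wnt1 was below the cutoff on both scales, over 6 and over 8 libraries.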

Other observations

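Of the tests in this part, those on a gene overlapping Bmp2, on chromosomes at 6, 48 and 72 h, on culture time and the hub genes, and on the shares of reads expected from Id4 and Notum were chosen only after the result was seen.

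With 3 libraries per genotype, 4 splits of the 6 libraries part all 3 pairs of the same culture time. For mRNA DEGs, 1 of these 4 splits, the real one, gave as many as 964 at the unadjusted limit, where the others gave up to 29, and 1 of 4 as many as 287 at the adjusted limit, where the others gave 0. For lncRNA DEGs it was also 1 of 4, with 90 against up to 5 at the unadjusted limit and 12 against 0 at the adjusted limit. So few splits cannot rule out that a division of the libraries unrelated to genotype would do the same. The 6 splits that part a single pair gave up to 953 mRNA and 81 lncRNA DEGs at the unadjusted limit and 0 at the adjusted limit. Over all 8 libraries the real split gave 463 mRNA DEGs at the unadjusted limit, and the split with the libraries of 24 h exchanged, which also parts 4 pairs, gave 564. Of the splits that part 2 pairs, 3 gave more than the real one, with 789, 600 and 495 at the unadjusted limit, and that with 789 gave 1 at the adjusted limit, where the real split gave 0.

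Bmp2 had 1 read over all 8 libraries. Reads lost to other genes of the same sequence would need shared sequence, and 0 of 3506 windows of 50 bases from Bmp2 transcripts occur in another protein-coding gene. Reads lost as ambiguous would need a gene that overlaps Bmp2 in the annotation, of which GENCODE release M1 has 0, while the annotation the authors used is not named, so this explanation was not settled. No biological explanation was tested.

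Xist had 5 to 8 reads in the floxed libraries and 64, 6, 84 and 34 in the knock-out libraries of 6, 24, 48 and 72 h in the gene table. Its log2 fold change over the 6 libraries was 3.51 with a standard error of 0.44 (adjusted p = 0.0147 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was higher in 3 of 3 pairs. The test of a difference in sex chromosomes between the lines asked for reads on Y-linked genes in the floxed libraries. The 4 floxed libraries had 0 reads on Ddx3y, Uty, Kdm5d and Eif2s3y, and the knock-out libraries had 1, which gives no sign of a Y chromosome in either line. The test does not reach the number of X chromosomes, so a difference in that number, or the loss of a Y chromosome, remains open.

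Chromosomes shifted as a whole between the genotypes. The median log2 fold change over the 6 libraries was -0.39 on chromosome 3, 0.37 on chromosome 19 and 0.30 on chromosome 10, against 0.03 over all genes. The test set before the data were examined asked for a median beyond 0.2 in one direction at all 4 times, and 0 chromosomes met it. At 6, 48 and 72 h, 3 chromosomes (3, 10 and 19) did, while at 24 h their medians were -0.01, 0.03 and 0.09. With genes assigned to chromosomes at random, 0 of 10000 shuffles gave a median as far from that of all genes. After removal of the trend with GC content and length the median of chromosome 3 was -0.405. A candidate explanation is a difference in chromosome copy number between the lines, as a hypothesis found and tested on the same data. The first test goes against it unless the 24 h library labelled knock-out is set aside. A trend with GC content and transcript length explained little of the log2 fold changes of all tested genes with such values, with an R-squared of 0.013. After its removal, 2 of the 281 mRNA DEGs with GC and length values (0.712%) fell below a log2 fold change of 1 in size. Few could, since the 287 DEGs had a median size of 2.70, so that count cannot show a small effect.

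The number of pairs past the co-expression cutoff stayed high when only the difference between the genotypes was kept. After the libraries were shuffled within each genotype, which breaks any link from library to library, the median number of pairs past the cutoff was 77.6% of the 7075 observed, and 1 of 36 orders, the observed one, gave as many. For the lists of Figures 3B and 6A the median was 62.5% of 395, and 2 of 36 orders gave as many. The difference between the genotypes, shared by all DEGs, may therefore account for most of the pairs, with a further part that follows the libraries. The shuffles compare numbers of pairs, not which pairs pass, among DEGs chosen for the difference between the genotypes.

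The 18 hub genes of Figure 5B that were tested without Wnt1 had a lower mean level at 72 h than at 6 h in both genotypes. The fall was not steady, since the mean log2 CPM at 6, 24, 48 and 72 h was 5.57, 5.91, 4.52 and 3.77 in the floxed and 7.26, 5.62, 7.50 and 5.88 in the knock-out libraries. The smallest genotype difference at 6, 48 and 72 h was 1.69 on the log2 scale, and the fall from 6 to 72 h was 1.80 in the floxed and 1.37 in the knock-out cells. The sizes are alike, so the comparison of sizes does not decide how much of the level follows culture time. The difference between the genotypes is measured between libraries of the same culture time, so a change with time shared by the genotypes does not produce it. All 18 genes were higher in the knock-out library at 6, 48 and 72 h, and all 18 passed the adjusted limit with the culture time as a block. These genes are from the paper's own DEGs on these data. Across all mRNAs, 1 followed culture time at the adjusted limit, Ereg on chromosome 5, singled out after its values were seen, with a log2 slope of 0.74 per doubling of time (standard error 0.07, adjusted p = 0.0476 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 3085 did at an unadjusted p under 0.05. Ereg rose from 16.5 to 118 CPM in the floxed and from 6.58 to 45.3 CPM in the knock-out libraries between 6 and 72 h.

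Several lncRNAs overlap genes on the opposite strand. Of lncRNAs with at least 80% of their exonic bases in exons of a gene of at least 4000 counts on the opposite strand, 60 had a median ratio of read density to that gene of 1.15, with quartiles of 0.715 and 1.52, which is consistent with counting that did not use strand. The bases 4732444A12Rik shares with Notum would give 94.7% of its reads at the read density of Notum, and those A330033J07Rik shares with Id4 would give 69.7% of its reads. These shares assume even coverage along the genes, which does not hold for all lncRNAs of Figure 3B. The same estimate gave more reads than were counted for Gm16599 (370.6%), RP24-337A16.1 (202.7%), Gm16309 (145.8%, on the same strand), 4930417H01Rik (117.5%), Gm15738 (106.5%) and Gm15886 (101.2%), so the shares of 94.7 and 69.7% are uncertain. Reads of Notum and Id4, both lower in the knock-out cells, may therefore make up part of the counts of these lncRNAs. From the counts alone, the biological explanation, a fall of the lncRNAs themselves, cannot be told apart from this without the strand of the reads. For A330033J07Rik (lncRNA86888.1), the paper reports a rise in the knock-out cells by RT-qPCR, against the direction of its RNA-seq. That result argues against a fall of this lncRNA, and the paper gives no RT-qPCR for 4732444A12Rik.

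Of the markers the paper discusses, Alpl fell by 5.61 on the log2 scale (standard error 0.72, adjusted p = 0.0153 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was lower in 3 of 3 pairs. Runx2, Bglap and Wwtr1 had log2 fold changes of -0.55, -1.13 and -0.63, with adjusted p values of 0.425, 0.558 and 0.169 in the same edgeR test. With the culture time as a block the adjusted p values in edgeR were 0.0154, 0.293 and 0.00518, and Runx2 and Wwtr1 were lower in the knock-out library at all 4 times. Their changes stayed under 1 in size on the log2 scale, and at 24 h their differences were -0.21 and -0.10. Wwtr1 and Bglap lie on chromosome 3, whose tested genes had a median log2 fold change of -0.39. A large part of the fall of Wwtr1 may therefore be shared with its chromosome. Of the BMP receptors, singled out after their values were seen, Bmpr1b and Acvr1 had log2 fold changes of -2.45 and -1.02, with adjusted p values of 0.186 and 0.117 in the same edgeR test, and of 0.00120 and 0.00181 with the block. Bmpr2 had a log2 fold change of -0.95 (adjusted p = 0.506 in the same edgeR test), and of -1.23 with the block (adjusted p = 0.0316 in edgeR). Bmpr1a, Acvr2a and Acvr2b had log2 fold changes of -0.22, 0.33 and 0.49 and passed the adjusted limit neither without nor with the block.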
